# RNA demethylase ALKBH5 regulates cell cycle progression in DNA damage response

**DOI:** 10.1038/s41598-025-01207-8

**Published:** 2025-05-08

**Authors:** Bo Gao, Haitao Pan, Xiaoling Zhou, Lei Yu, Yunyi Gao, Tao Zhang, Xiangwei Gao, Jingyu Hou

**Keywords:** ALKBH5, DNA damage response, m6A, mRNA stability, Cell cycle, Cell biology, Molecular biology

## Abstract

RNA N6-methyladenosine (m6A) modification plays a crucial role in the DNA damage response, while the detailed mechanisms remain to be explored. In this study, we report the involvement of the m6A demethylase ALKBH5 in X-ray-induced DNA damage response. Depletion of ALKBH5 reduces X-ray-induced DNA damage, induces G2/M phase arrest and reduces cell apoptosis. RNA sequencing and m6A sequencing analysis reveal that ALKBH5 removes m6A modifications from its target mRNAs and suppresses their expression. A subset of mRNAs encoding cyclin dependent kinase inhibitors, such as CDKN1A and CDKN2B, show increased stability and expression upon ALKBH5 knockdown. Subsequently, the upregulation of CDKN1A and CDKN2B contributes to G2/M phase arrest to facilitate DNA repair. Our findings unveil the epigenetic regulation of cell cycle checkpoint by ALKBH5 in X-ray-induced DNA damage, offering potential targets for DNA damage-based therapy for cancers.

**Supplementary Information:**

The online version contains supplementary material available at 10.1038/s41598-025-01207-8.

## Introduction

X-ray represents a highly energetic form of ionizing radiation extensively employed in medical diagnostics and scientific research, leading to increased exposure and growing concerns over the associated health risks^1–5^. DNA serves as the primary target of X-ray radiation^6^, and this radiation induces various forms of damage, with DNA double-strand breaks (DSBs) being the most severe. Unrepaired DSBs can lead to gene mutations and functional disorders. The DNA damage response (DDR) is a cascade that senses, amplifies, and transmits DNA damage signals^7,8^. It integrates key biological processes, including cell cycle regulation, DNA repair, and apoptosis, all of which are critical for preserving genomic stability^7,8^.

Cell cycle checkpoints are essential mechanisms for monitoring and repairing DNA damage^9,10^. In interphase, cells must pass through two checkpoints: one that allows progression from G1 (G1 checkpoint) to chromosome replication (S phase), and another that allows transition from G2 (G2 checkpoint) to mitosis (M phase)^9^. Specific cyclin and cyclin-dependent kinase (CDK) complexes are sequentially activated during different phases of the cell cycle, phosphorylating their corresponding substrates to ensure the orderly progression of cell cycle^11,12^. When DNA damage occurs, kinases including ATM/ATR can directly phosphorylate p53, or indirectly lead to its phosphorylation by activating checkpoint kinases 1 and 2 (CHK1/2), which increases p53 expression and transcriptional activity^13,14^. Activated p53, as the master regulator, can halt the cell cycle at the G1 or G2 phase via the Cdk2/Cyclin E and Cdk1/Cyclin B pathways, providing sufficient time for DNA repair^15–17^. Once DNA damage cannot be repaired, p53 triggers apoptosis to prevent the replication of damaged chromosome. While the cell cycle is halted, DNA repair pathways work simultaneously and alleviate stress, which is crucial for maintaining genomic stability. Defects in the cell cycle checkpoints can lead to chromosome damage and the erroneous transmission of genetic information.

N6-methyladenosine (m6A) is the most abundant internal modification in eukaryotic mRNAs and is widely recognized for its role in gene expression regulation^18,19^. The m6A modification is dynamically reversible, which is regulated by methyltransferases (‘writers’) and demethylases (‘erasers’). The writers, known as the methyltransferase complex (MTC), consist of core components METTL3, METTL14, WTAP, and auxiliary factors that facilitate the deposition of m6A on mRNAs^20,21^. The removal of m6A modifications depends on ‘erasers’, including FTO and ALKBH5^22–24^. The biological functions of m6A rely on different ‘reader’ proteins, including the YTH domain family proteins (YTHDF1-3 and YTHDC1-2) and the insulin-like growth factor 2 mRNA-binding protein (IGF2BP) family, which regulate mRNA metabolism such as splicing, transport, translation, and degradation^25–27^.

Recent studies have shown that RNA m6A machinery plays crucial roles in the DDR. METTL3 is rapidly recruited to UV-induced cyclobutene pyrimidine dimers (CPDs), promoting Poly(A) RNA m6A deposition and facilitating the recruitment of DNA polymerase κ (Pol κ) to remove CPDs, thereby enhancing cellular resistance to UV damage^28^. METTL3-mediated m6A modifications also impact the repair of double-strand breaks (DSBs). METTL3 is activated by ATM phosphorylation and localized at DSB sites, promoting m6A modification of nascent RNA^29^. The accumulation of numerous DNA-RNA hybrids at DNA damage sites recruits RAD51 and BRCA1 to initiate homologous recombination (HR) repair^29^. Studies have also suggested a role of ALKBH5 in the DDR. reactive oxygen species promote ALKBH5 SUMOylation, which inhibits ALKBH5 m6A demethylase activity. This leads to the rapid and efficient induction of thousands of genes involved in a variety of biological processes including DNA damage repair^30^. Another study showed that ALKBH5 increases the stability of HMGB1 mRNA by removing its m6A modification, thereby promoting the activation of the STING signaling pathway and facilitating radiation-induced hepatocyte apoptosis^31^. However, the precise role of ALKBH5 in the DDR remains unclear and requires further exploration.

In this study, we report a role of m6A demethylase ALKBH5 in the DDR triggered by X-ray radiation. ALKBH5 removes the m6A modification from cyclin dependent kinase inhibitors such as CDKN1A and CDKN2B, reducing their stability and expression. This results in cell cycle progression and DNA damage repair, ultimately impacting the DNA damage outcomes of cells. Understanding the epigenetic regulation of cell cycle checkpoints by ALKBH5 offers new insights for X-ray-induced DNA damage response.

## Results

### ALKBH5 depletion reduces X-ray-induced DNA damage

To investigate the role of m6A ‘eraser’ ALKBH5 in X-ray-induced DNA damage, we constructed two ALKBH5 knockdown HEK293T cell lines using short hairpin RNAs (shRNAs). The cells were exposed to 10 Gy of X-ray irradiation (Fig. 1A), a dose that is sufficient to induce DNA damage. Compared to the control, ALKBH5 knockdown significantly reduced γH2AX formation after X-ray irradiation, suggesting that ALKBH5 may play a crucial role in the X-ray irradiation induced DDR (Fig. 1A). ALKBH5 also reduced γH2AX formation after X-ray irradiation in HCT116 colorectal cancer cells (Fig. 1B). Immunofluorescence revealed that both control and ALKBH5 knockdown cells had few γH2AX foci under normal conditions (Fig. 1C). Following X-ray irradiation, the formation and intensity of γH2AX foci markedly increased in the nucleus (Fig. 1C,D). To assess the extent of DNA damage, a neutral comet assay was performed. The neutral comet assay results showed pronounced comet tails in cells after X-ray irradiation, while ALKBH5 knockdown significantly reduced the olive tail moment and area (Fig. 1E,F). To distinguish whether γH2AX foci reduction in ALKBH5 knockdown cells reflects diminished DNA damage formation or faster resolution of DNA damage, we performed time-course analyses of γH2AX formation. The data showed that both control and ALKBH5 knockdown cells reached numerous and comparable γH2AX foci at 0.5 h. By 3 h, knockdown cells resolved most of γH2AX foci, whereas control cells retain a fraction. The time-course experiment collectively supported that the observed γH2AX reduction at 1 h is not due to diminished damage but accelerated DNA repair enabled by ALKBH5 (Fig. 1G). Altogether, these findings suggest that ALKBH5 knockdown mitigates X-ray-induced DNA damage.

**Fig. 1:**
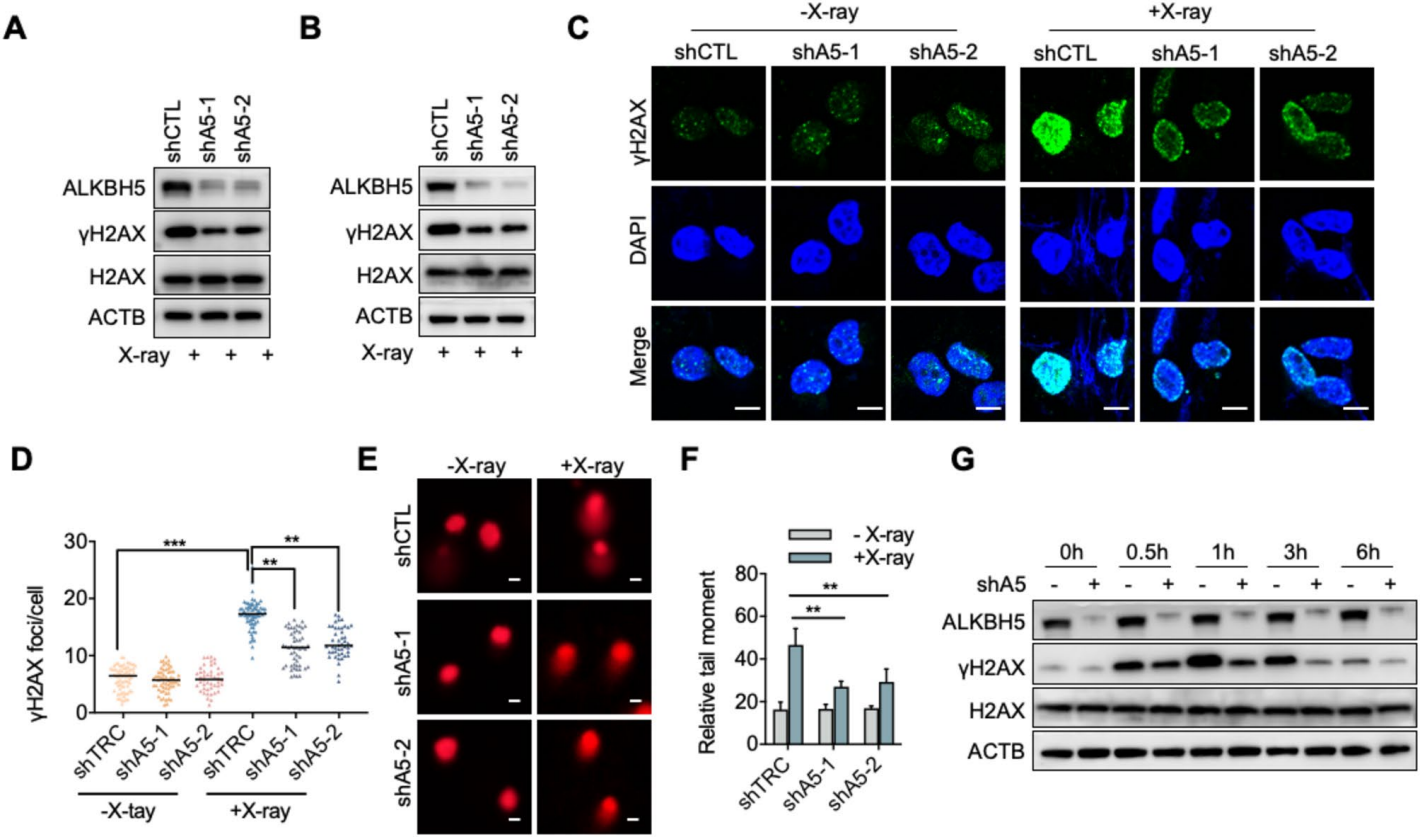
Knockdown of ALKBH5 reduces X-ray-induced DNA damage. (**A**) Immunoblotting analysis of γH2AX level in HEK293T cells following X-ray exposure (10 Gy). Original blots are presented separately. (**B**) Immunoblotting analysis of γH2AX level in HCT116 cells following X-ray exposure (10 Gy). Original blots are presented separately. (**C**) Immunofluorescence detection of γH2AX foci formation. Scale bars represent 10 μm. (**D**) Quantification of the number of γH2AX foci per cell. The values are indicated as Mean ± SD. Data were compared statistically using the two-tailed Student’s t-test. (**, *p* < 0.01; ***, *p* < 0.001). (**E**) Comet assay for detecting DNA damage under the same conditions as (C). Scale bars represent 20 μm. (**F**) Quantification of (E). The relative tail moments of HEK293T cells (*n* > 50 cells). The values obtained are indicated as Mean ± SD. Data were compared statistically using the two-tailed Student’s t-test. (**, *p* < 0.01). (**G**) Time-course analysis of γH2AX level in HEK293T cells following X-ray exposure. Original blots are presented separately.

### ALKBH5 depletion enhances the efficiency of DSB repair

DSBs are the most common and severe form of X-ray-induced DNA damage, primarily repaired through two main pathways: high-fidelity homologous recombination (HR) and error-prone non-homologous end joining (NHEJ)^32–34^. To explore the impact of ALKBH5 on these repair pathways, we employed fluorescence reporter systems. The HR reporter plasmid utilizes the I-SceI endonuclease to introduce DSBs at the green fluorescent protein (Sce-GFP) gene (Fig. 2A). The iGFP sequence on the same vector serves as a homologous template for DNA repair (Fig. 2A). The NHEJ reporter plasmid is constructed by cleaving the GFP gene with HindIII, generating two broken ends (Fig. 2B). Successful repair leads to the rejoining of these ends, resulting in GFP fluorescence (Fig. 2B). We also used a red fluorescent p-Cherry plasmid as an internal control for transfection efficiency. Both reporter systems were co-transfected into control and ALKBH5-depleted cells. After 48 h of culture, we harvested the cells and measured the fluorescence signals using flow cytometry (Fig. 2C). After correcting for transfection efficiency using red fluorescence, our results showed that ALKBH5-depleted cells showed a significant increase in the ratio of GFP-positive cells (GFP+) compared to control cells (Fig. 2C–E). This indicates that knockdown of ALKBH5 promotes the repair of DNA double-strand breaks mediated by both HR and NHEJ pathways, thereby reducing X-ray-induced DNA damage.

**Fig. 2:**
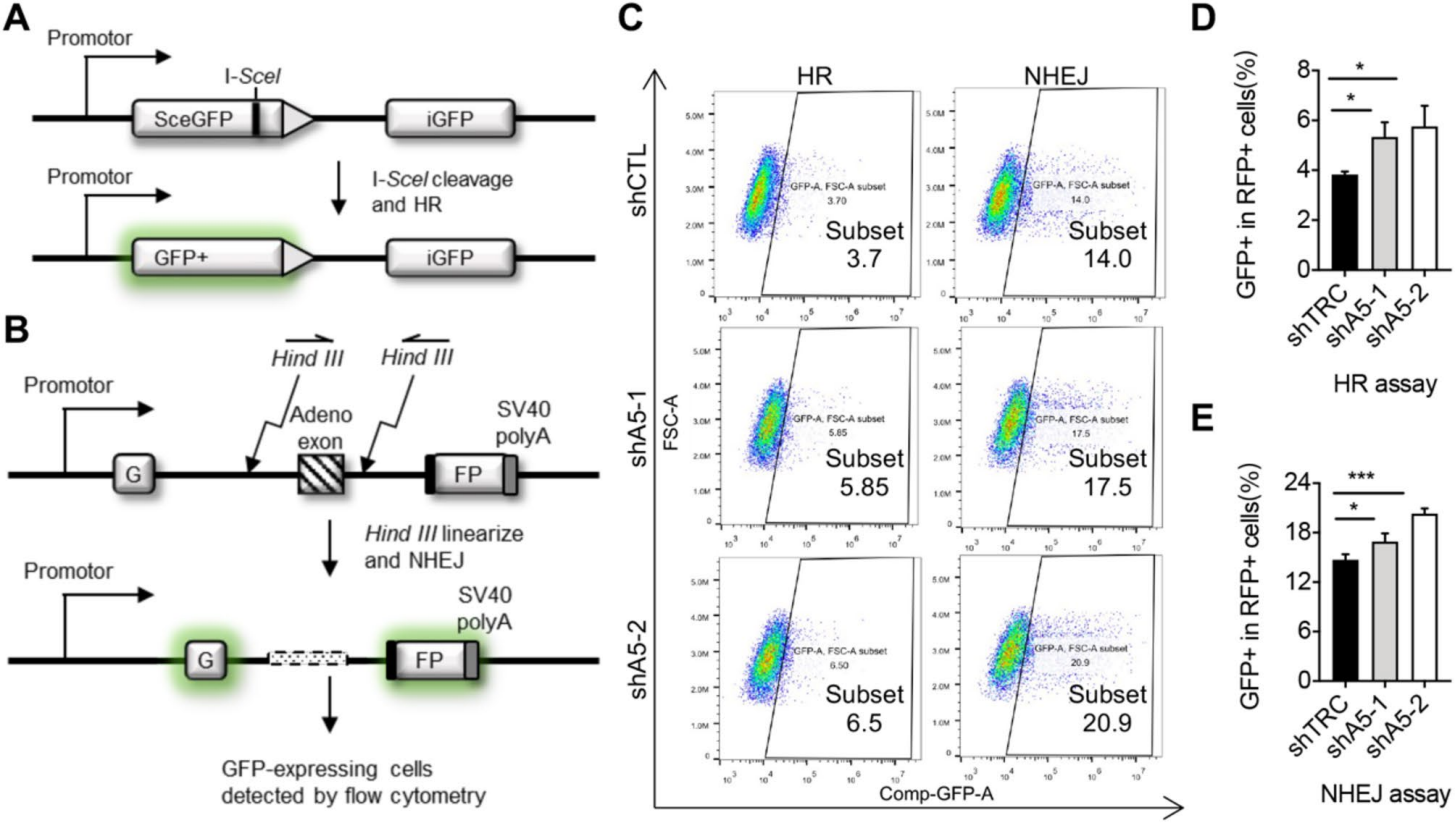
Knockdown of ALKBH5 enhances the efficiency of DSB repair post X-ray exposure. (**A**) Schematic of the reporter system for the analysis of HR-mediated DSB repair. (**B**) Schematic of the reporter system for the analysis of NHEJ-mediated DSB repair. (**C**) Landscape of GFP + cells determined by FACS analysis. Cells transfected with HR reporter or NHEJ reporter together with mCherry-expressing internal control plasmid were treated with X-ray (10 Gy). The expression of GFP and Cherry were determined by flowcytometry after 48 h. The proportion of GFP + cells in Cherry + cells was obtained as a relative frequency. The framed area indicates the percentage of GFP+/Cherry+. (**D**) Quantification of the frequency of HR-mediated DSBR in control and ALKBH5-KD cells. The values are indicated as Mean ± SD. Data were compared statistically using the two-tailed Student’s t-test. (*, *p* < 0.05). (**E**) Quantification of the frequency of NHEJ-mediated DSBR in in control and ALKBH5-KD cells. The values are indicated as Mean ± SD. Data were compared statistically using the two-tailed Student’s t-test. (*, *p* < 0.05; ***, *p* < 0.001).

### ALKBH5 depletion increases m6A modification and gene expression under X-ray radiation

ALKBH5 acts as an m6A ‘eraser’. 

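m6A-seq compares mRNA fragments pulled down with an antibody against m6A (m6A-IP) with the same fragmented mRNA before the pull-down (input), so the ratio of IP to input measures how strongly a transcript carries m6A. HEK293T is a human embryonic kidney cell line that carries the SV40 large T antigen. Analysed here were 4 libraries from these cells, an input and an m6A-IP from cells with a control shRNA (shCTL) and from cells with an shRNA against ALKBH5 (shA5). There was 1 library per group, so no difference between shCTL and shA5 has a replicate check. The methods give an X-ray dose of 10 Gy. The paper's text does not name the time between exposure and harvest for these libraries, or which of its 2 ALKBH5 shRNAs they come from. The authors enriched poly(A) RNA with oligo(dT) beads, processed the reads with fastp, aligned them to hg38 with HISAT2 and sorted them with Samtools. They name StringTie for gene quantification and MACS2 for m6A-enriched regions. The deposited values are whole-number counts per Ensembl transcript, without normalization for length or depth. The paper's text does not name the rule for reads shared between transcripts of a gene. The counts summed to 2237819 in the shCTL input, 3944402 in the shCTL m6A-IP, 1311390 in the shA5 input and 3148119 in the shA5 m6A-IP. The 28413 transcripts listed in any library were summed to 14911 gene names, and counts were scaled to equal library totals as CPM. The m6A enrichment of a gene is the log2 ratio of IP to input CPM, with a pseudocount of 0.5 CPM on each side, which pulls the values of low genes toward 0. Genes with a mean of at least 50 counts over the 4 libraries were kept, which left 5320 genes with 94.5 to 96.2% of each library's counts. Ratios of single genes are given with exact 95% intervals conditional on the total count (Clopper-Pearson for a ratio of CPM, the conditional odds ratio for a ratio of IP/input ratios). These intervals cover counting error only, since the reads carry no molecular identifiers. A count of 3 corresponds to 1.34 CPM in the shCTL input, 0.761 CPM in the shCTL m6A-IP, 2.29 CPM in the shA5 input and 0.953 CPM in the shA5 m6A-IP. The targeted gene was checked first. ALKBH5 lies on chromosome 17 of hg38 from 18183078 to 18209954 on the plus strand, where an exon of an antisense lncRNA overlaps it. It had 486 counts (217 CPM) in the shCTL input and 145 counts (111 CPM) in the shA5 input, a log2 change of -0.97 (95% interval -1.25 to -0.70). In the m6A-IP it had 1432 counts (363 CPM) in shCTL and 589 counts (187 CPM) in shA5, so both shA5 libraries carried less ALKBH5 RNA than their shCTL counterparts. With edgeR TMM factors in place of library totals the input change was -0.95. Table S2 gives GAAAGGCTGTTGGCATCAATA for shALKBH5-1, which matches ALKBH5 alone among the annotated transcripts, in the 3′ UTR in exon 4 (chromosome 17, 18208616 to 18208636). The sequence of shALKBH5-2, CCTCAGGAAGACAAGATTAGA, also matches ALKBH5 alone and lies in the coding sequence across the junction of exons 2 and 3, between 18195027 and 18206826.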

To further explore its role in the DDR, we performed m6A-seq on both control and ALKBH5 knockdown cells after X-ray exposure. Consistent with existing studies, the m6A sequencing results identified m6A peaks that are characterized by the canonical RRACH motif (Fig. 3A). The distribution of m6A in transcripts was enriched around stop codons (Fig. 3B), and ALKBH5 knockdown significantly increased the abundance and coverage of m6A peaks (Fig. 3B,C). 

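Enrichment was measured here per gene, from the deposited counts per transcript summed over the listed transcripts of a gene. For some genes these counts are far fewer than the paper's RPKM predicts. BRCA1 had 11 in the shCTL input, where 231 were predicted. For such genes the ratio may not stand for the whole transcript. The called peaks, their motif and their position along transcripts were not analysed here. Over the 5320 genes the median log2 m6A enrichment was -0.11 in shCTL (quartiles -0.73 and 0.52) and -0.10 in shA5 (quartiles -0.79 and 0.57). Gene by gene, the median change from shCTL to shA5 was 0.0036 (95% order-statistic interval of the median over genes -0.0054 to 0.014), with 2684 genes above 0 and 2636 below. In 100 simulated data sets with no difference between shA5 and shCTL, in which each gene's counts carried Poisson noise around a shared rate, this median lay between -0.0049 and 0.0061. The setting that moved the median change most was taking the 7 mitochondrially encoded mRNAs with enough counts as an unmethylated reference, which gave 0.164. That value mainly reflects the median change of the 7 mRNAs themselves, -0.16, which is subtracted. Library totals make each pair of CPM values relative, so a rise of m6A shared by all mRNAs would not appear in this median. A rise limited to the sites of called peaks, or to a minority of the 5320 genes, could also leave it unchanged. At least 1.5-fold IP over input was reached by 1197 genes in shCTL and 1293 genes in shA5, of which 996 were the same genes, 201 passed only in shCTL and 297 only in shA5. The difference of 96 genes was larger than in any simulated data set, where it lay between -30 and 47. Genes at or under the reciprocal of 1.5-fold also numbered more in shA5, 1686 against 1611 in shCTL. Across genes, the standard deviation of the log2 enrichment was 0.87 in shCTL and 0.95 in shA5. Without a filter on counts, 3224 genes in shCTL and 3655 genes in shA5 reached 1.5-fold. From the metagene profile and the peak-over-input values of the called peaks (Fig. 3B,C), the paper states that ALKBH5 knockdown raised the abundance and coverage of m6A peaks.

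**Figure D1:**
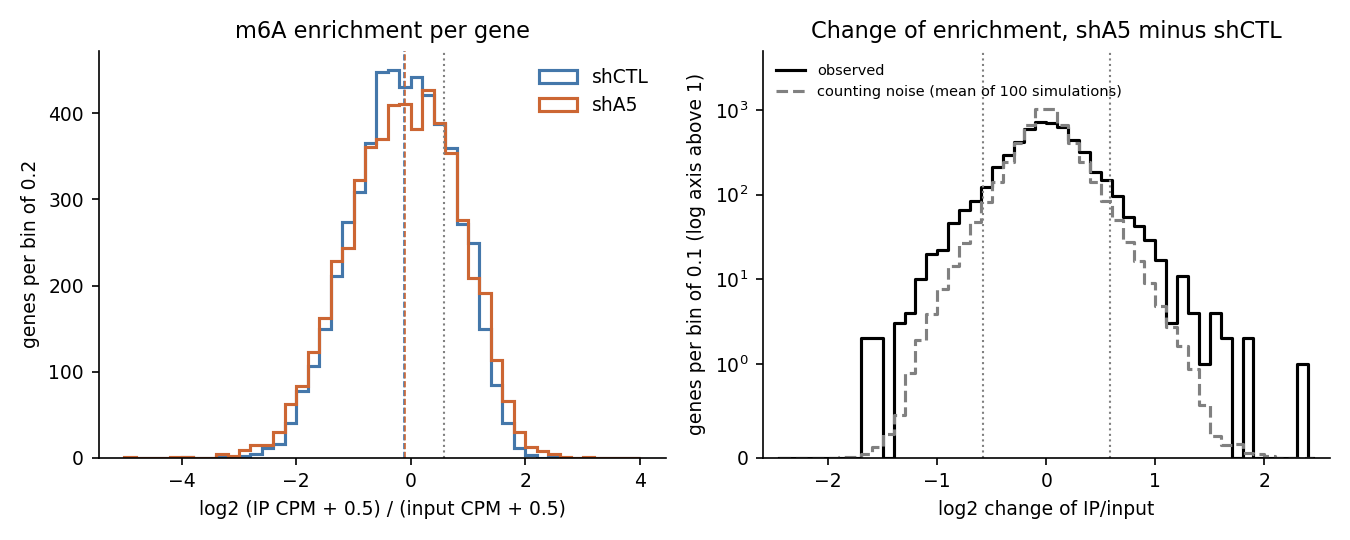
Left, number of genes per bin of log2 m6A enrichment in shCTL (blue) and shA5 (orange), with the medians at -0.11 and -0.10 as dashed lines and 1.5-fold as a dotted line. Right, number of genes per bin of the log2 change of enrichment from shCTL to shA5 (black) and the mean of 100 simulated data sets with counting noise alone (grey, dashed), on an axis that is logarithmic above 1, with 1.5-fold changes as dotted lines; the observed changes spread wider than the simulated ones on both sides.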

ALKBH5 catalyzes the demethylation of nuclear RNAs, primarily mRNAs, thereby affecting their metabolism, such as nuclear export or degradation^35^. After X-ray exposure, we isolated RNA from the nucleus, the cytoplasm, and the whole cell lysates of both control and ALKBH5 knockdown cells for RNA sequencing. The results indicated that the distribution patterns of total mRNAs, nuclear mRNAs, and cytoplasmic mRNAs were distinct, and ALKBH5 knockdown influenced the expression of a group of mRNAs within the HEK293T cells (Fig. 3D). 

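Changes of m6A enrichment between the cell populations were counted gene by gene. Of the 5320 genes, 286 had an m6A enrichment at least 1.5-fold higher in shA5 and 271 had one at least 1.5-fold lower. Counting noise alone gave a mean of 124 genes with an increase (96 to 147 over the 100 simulated data sets) and 113 with a decrease (85 to 144). Both observed numbers lay above the simulated ranges, and increases made up 51.3% of the changed genes. Without replicates, changes in single genes cannot be set against noise from cell culture and library preparation. At a 2-fold threshold 45 genes increased and 41 decreased. The counts moved most without a filter on counts, to 3379 increases and 3193 decreases, because genes with few counts then enter. Among the 2491 genes with a mean of at least 200 counts, the largest increase was in RNF10, which lies on chromosome 12 from 120533480 to 120577588. RNF10 had 262 counts in the shCTL input, 259 in the shCTL m6A-IP, 117 in the shA5 input and 338 in the shA5 m6A-IP, a log2 change of enrichment of 1.10 (95% interval 0.70 to 1.51). The largest increase in any simulated data set was 1.06. The next largest increases were in DGAT1 (0.91), MRPL12 (0.81), NCBP2AS2 (0.80) and TSNARE1 (0.80). Among the largest decreases were those in RPSA (-0.88), PLCG2 (-0.88), INTS13 (-0.81) and FH (-0.80). Exons of RNF10 and DGAT1 overlap exons of the antisense genes COQ5 and HSF1, those of RNF10 and MRPL12 each overlap an unnamed coding gene on the same strand, and the paper's text does not say whether the counting used strand. RPSA holds small nucleolar RNAs and has processed pseudogenes, and the counted PLCG2 transcript holds 107 of the 304 stretches of 25 bases in 7SK RNA, so reads from other RNAs could be counted on these genes.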

Based on the m6A-seq results, we identified the transcripts with increased m6A modifications in ALKBH5 knockdown cells and designated them as ALKBH5 target mRNAs (ALKBH5 targets). Compared to non-ALKBH5 target mRNAs (non-target), knockdown of ALKBH5 significantly altered the subcellular expression of ALKBH5 targets (Fig. 3E). Specifically, the expression of ALKBH5 target genes were upregulated in the whole cell lysates and the cytoplasm compared to non-target genes, while their expression in the nucleus showed no significant difference (Fig. 3E). These results indicate that ALKBH5 likely promotes the degradation of target mRNAs in the cytosol without affecting mRNA metabolism in the nucleus.

**Fig. 3:**
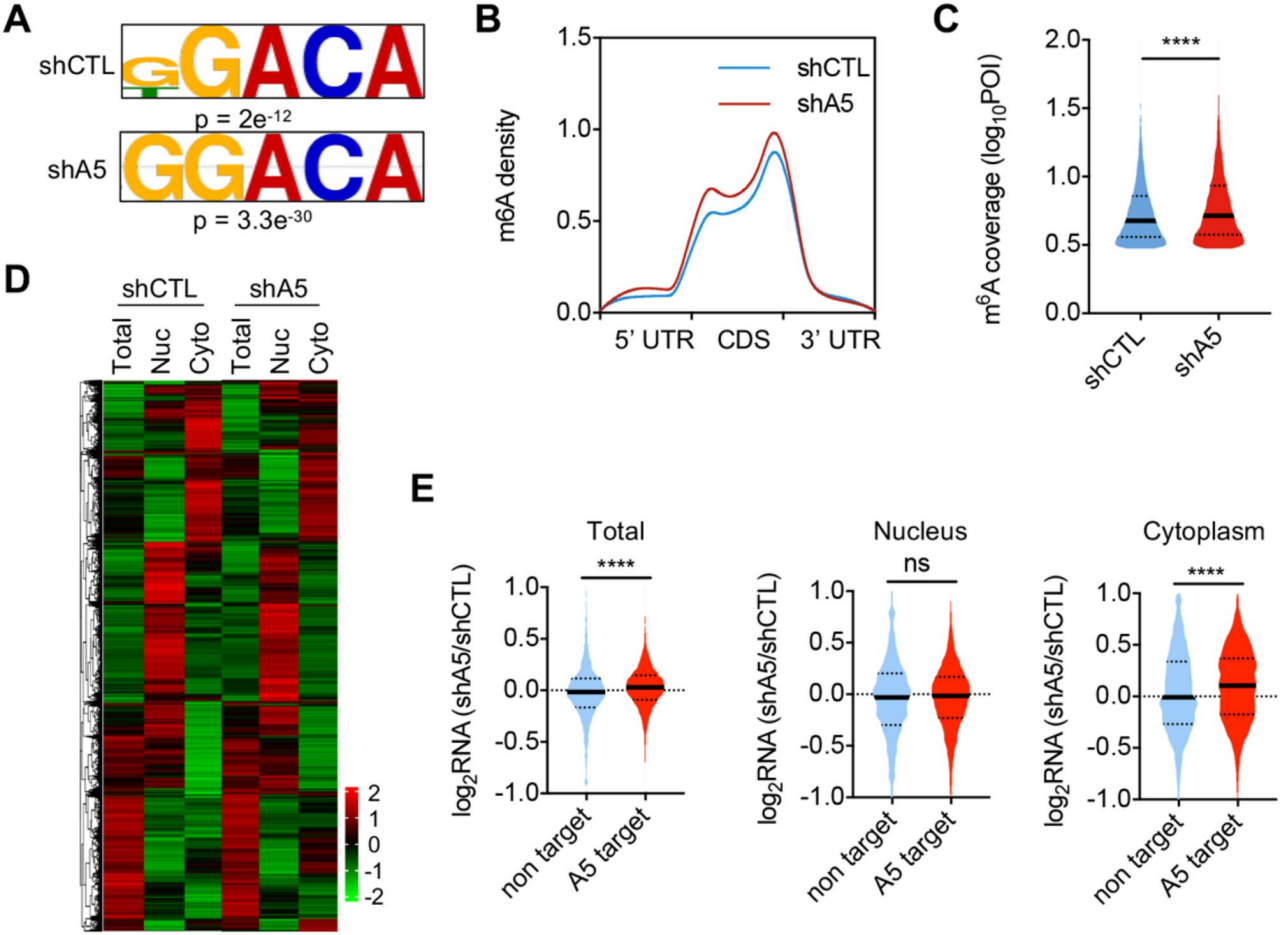
Knockdown of ALKBH5 increases m6A modification and expression levels of mRNAs. (**A**) Consensus motifs of m6A sites in control and ALKBH5-KD cells exposed to X-rays. (**B**) Metagene plot of mRNA m6A peak distribution in control and ALKBH5-KD cells following X-ray irradiation. (**C**) Violin plot displaying RNA m6A abundance in the control and ALKBH5 knockdown cells after X-ray exposure. POI, peak over input. The upper and lower quartiles, as well as the median, are indicated for each group. Statistical significance was determined using the Mann-Whitney test. (****, *p* < 0.0001). (**D**) Heatmap of RNA expression in whole cell, nuclei, and cytoplasm of control and ALKBH5 knockdown cells after X-ray exposure. (**E**) Violin plot displaying RNA expression changes of ALKBH5 target and non target after ALKBH5 knockdown following X-ray exposure. The upper and lower quartiles, as well as the median, are indicated for each group. Statistical significance was determined using the Mann-Whitney test. (ns, not significant; ****, *p* < 0.0001).

### ALKBH5 regulates the stability and expression of CDKN1A and CDKN2B

To clarify the function of these ALKBH5 target mRNAs upon X-ray exposure, we performed Gene Ontology (GO) enrichment analysis. The results indicated that the upregulated genes in ALKBH5-depleted cells primarily participated in biological processes such as cell cycle regulation (GO: 0007049) and mRNA processing (GO: 0006397) (Fig. 4A). Nuclear-associated components, such as the nuclear speck (GO: 0016607) and body (GO: 0016604), were the most affected cellular components (Fig. 4A). Protein kinase activity (GO: 0004672) and ubiquitin protein ligase activity (GO: 0061630) were mostly enriched molecular functions (Fig. 4A). Additionally, Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis revealed the phosphatidylinositol signaling pathway (HSA: 04070) as significantly enriched (Fig. 4C).

Next, we annotated the function of the down-regulated genes upon ALKBH5 knockdown. They are primarily associated with biological processes such as Notch signaling pathway (GO: 0007219) and protein O-linked glycosylation (GO: 0006493) (Fig. 4B). Changes in cell components were mainly enriched in kinetochore (GO: 0000776) and peroxisomal membrane (GO: 0005778), with molecular functions notably enriched in ligase activity (GO: 0016874) (Fig. 4B). KEGG pathway analysis showed they were primarily enriched in pathways related to cancer (HSA: 05200) and PI3K-Akt signaling (HSA: 04151) (Fig. 4D).

**Fig. 4:**
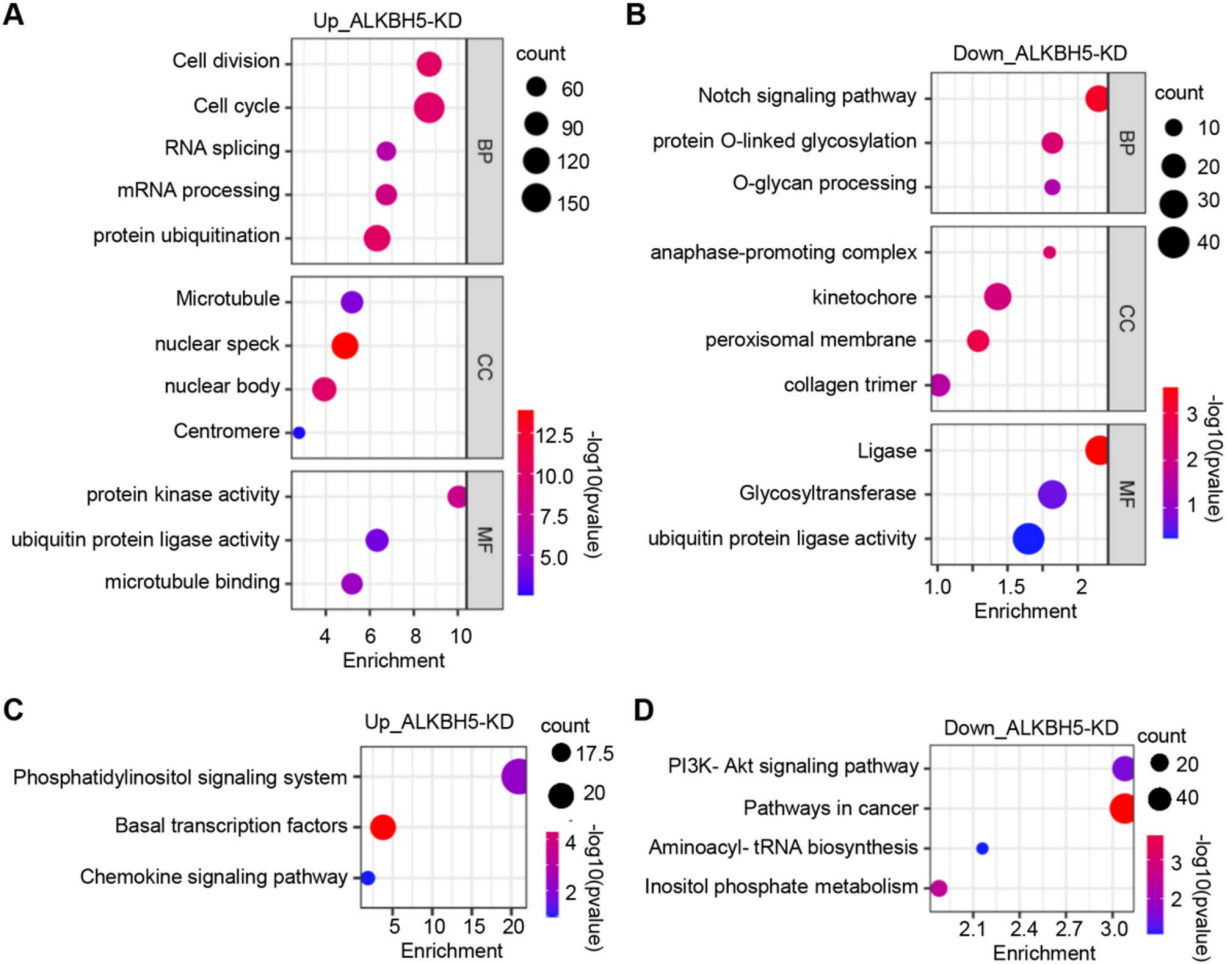
Analysis of ALKBH5-regulated mRNAs. (**A**) Gene ontology analysis of up-regulated ALKBH5 target mRNAs after ALKBH5 knockdown. *BP* biological function, *CC* cellular compartment, *MF* molecular function. (**B**) Gene ontology analysis of down-regulated ALKBH5 target mRNAs after ALKBH5 knockdown. (**C**) KEGG analysis^36–38^ of up-regulated ALKBH5 target mRNAs after ALKBH5 knockdown. (**D**) KEGG analysis of down-regulated ALKBH5 target mRNAs after ALKBH5 knockdown.

Given that ALKBH5 targeted mRNAs show upregulation after ALKBH5 knockdown (Fig. 3E). We focus on the up-regulated genes for further analysis. One of the enriched group is cell cycle regulation, which is crucial for DNA damage repair. When cells experience severe DNA damage, these checkpoints halt the cell cycle, preventing cell division to provide the necessary time for DNA repair, thereby maintaining genomic stability^39^.

Among the genes enriched in the cell cycle pathway, the most significantly altered were cyclin-dependent kinase inhibitors (CDKIs) CDKN1A and CDKN2B, which promote cell cycle arrest. CDKN1A encodes the protein p21, a broad-spectrum inhibitor of cyclin/CDK activity, functioning at all stages of the cell cycle^40–43^. CDKN2B encodes the protein p15, which mainly inhibits the binding of the cyclin D-CDK4/6 complex, thereby preventing CDK4/6 activation and affecting G1/S phase progression^44,45^. 

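In the deposited counts CDKN1A and CDKN2B had 1 to 6 counts per library and fell under the count filter. CDKN1A lies on chromosome 6 of hg38 from 36676460 to 36687337 on the plus strand, and only ENST00000405375, 1 of its 5 annotated coding transcripts, is listed. Exons of the antisense lncRNA DINOL overlap it. Its counts were 3 in the shCTL input (1.34 CPM, exact 95% Poisson interval 0.276 to 3.92), 3 in the shCTL m6A-IP (0.761 CPM, 0.157 to 2.22), 4 in the shA5 input (3.05 CPM, 0.831 to 7.81) and 1 in the shA5 m6A-IP (0.318 CPM, 0.0080 to 1.77). The log2 change of its input RNA was 1.19 (95% interval -1.38 to 3.96) and that of its m6A enrichment was -2.26 (-8.48 to 2.11). CDKN2B lies on chromosome 9 from 22002903 to 22009305 on the minus strand, with both of its coding transcripts listed. It had 2 counts in the shCTL input (0.894 CPM, 0.108 to 3.23) and 1 in the shA5 input (0.763 CPM, 0.019 to 4.25), both at or under the floor of 3 counts, so no fold change of its input RNA is given. In the m6A-IP it had 6 counts in shCTL (1.52 CPM, 0.558 to 3.31) and 5 in shA5 (1.59 CPM, 0.516 to 3.71), and the log2 change of its enrichment was 0.24 (-4.40 to 6.43). All of these intervals include 0, so with these counts a change of m6A or of input RNA was not detectable for either gene, in either direction. These ratios are from the counts without a pseudocount. With the pseudocount of 0.5 CPM the enrichment change of CDKN1A was -1.57, with 0.1 CPM it was -2.17 and with 2 CPM it was -0.85. In the first 1998 of the 12202 rows of Table S1 the paper gives a whole-cell RPKM for both genes. At that RPKM and the depth of the shCTL input, 25.0 counts would fall on CDKN1A and 9.29 on CDKN2B. Only 3 and 2 were listed, so depth alone does not account for the low counts. The authors' coverage tracks, which hold reads regardless of transcript, were not analysed here.

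**Figure D2:**
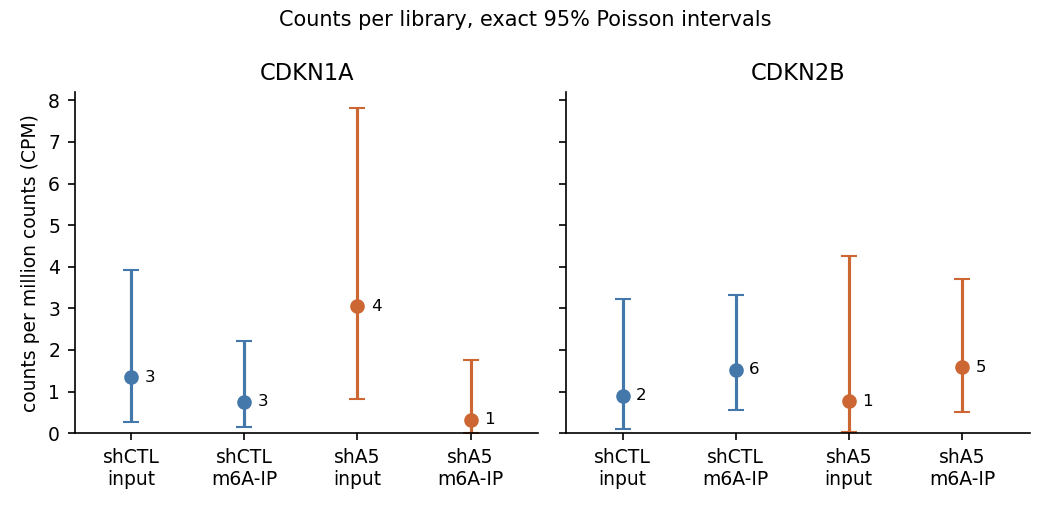
CPM of CDKN1A (left) and CDKN2B (right) in the input and m6A-IP libraries of shCTL (blue) and shA5 (orange) cells; points are the single library of each group, bars are exact 95% Poisson intervals and the number beside each point is its count. The intervals overlap across all 4 libraries for each gene.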

Visualization of the m6A-seq data using IGV software revealed increased m6A level on CDKN1A and CDKN2B mRNA upon ALKBH5 knockdown (Fig. 5A,B). Furthermore, real-time quantitative PCR results showed that the expression of CDKN1A and CDKN2B were elevated in the ALKBH5 knockdown cells after X-ray exposure (Fig. 5C,D). Immunoblotting also showed upregulation of the proteins expression (Fig. 5E). To assess mRNA stability, actinomycin D was used to inhibit transcription. The results demonstrated that the mRNA degradation rates of CDKN1A and CDKN2B were significantly slower in the ALKBH5 knockdown cells compared to the control cells (Fig. 5F,G). These findings suggest that ALKBH5 knockdown increases m6A modification on CDKN1A and CDKN2B mRNAs, thereby promoting their stability and expression, and contributing to cell cycle regulation.

To investigate the involvement of key m6A readers in this process, we focused on YTHDF1/2/3 family members. The results showed that YTHDF3 knockdown significantly increased both the mRNA level and the protein level of CDKN1A/CDKN2B, resembling the effect of ALKBH5 knockdown (Fig. 5H,I). These findings indicate that YTHDF3 is the reader mediating the expression of CDKN1A/CDKN2B. Moreover, we identified several DNA repair genes, including *BRCA1*, *TP53BP1*, *PALB1* and *Rad51*, as potential ALKBH5 targets from RNA-seq data. RT-qPCR confirmed that the expression of these DNA repair genes significantly upregulated following ALKBH5 knockdown (Fig. 5J), suggesting a direct link between ALKBH5 and DNA repair pathways.

**Fig. 5:**
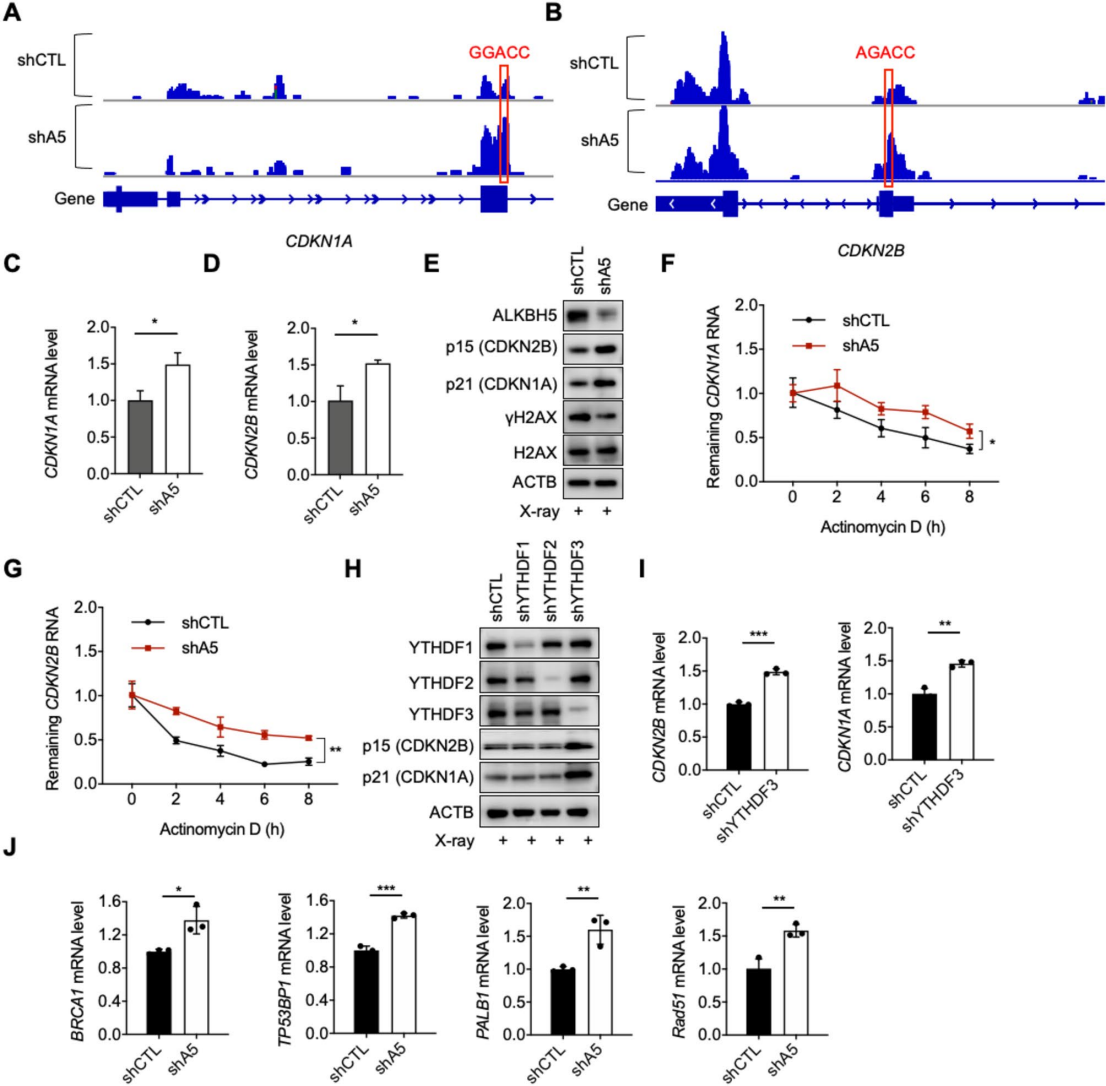
ALKBH5 regulates the stability and expression of CDKN1A and CDKN2B through YTHDF3. (**A**) IGV tracks exhibiting the reads coverage of CDKN1A gene in m6A-seq data from the control and ALKBH5-KD HE293T cells. The RRACH sites located within m6A peaks are marked by red rectangle. (**B**) IGV tracks exhibiting the reads coverage of CDKN2B gene in m6A-seq data from the control and ALKBH5-KD HE293T cells. The RRACH sites located within m6A peaks are marked by red rectangle. (**C**, **D**) The mRNA expression levels of CDKN1A (C) and CDKN2B (D) in the control and ALKBH5 knockdown cells after X-ray exposure. The values obtained are indicated as Mean ± SD. Data were compared statistically using the two-tailed Student’s t-test. (*, *p* < 0.05). (**E**) Immunoblotting of CDKN1A and CDKN2B in the control and ALKBH5 knockdown cells after X-ray exposure. Original blots are presented separately. (**F**, **G**) The mRNA degradation curves of CDKN1A (F) and CDKN2B (G) in the control and ALKBH5 knockdown cells after X-ray exposure. The values obtained are indicated as Mean ± SD. Data were compared statistically using the two-tailed Student’s t-test. (*, *p* < 0.05; **, *p* < 0.01). (**H**) Immunoblotting of CDKN1A and CDKN2B in the control and YTHDF1/2/3 knockdown cells after X-ray exposure. Original blots are presented separately. (**I**) The mRNA level of *CDKN2B*/*CDKN1A* in the control and YTHDF3 knockdown cells following X-ray exposure. (**J**) The mRNA level of DNA factors in HEK293T cells following X-ray exposure.

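RRACH (R is A or G, H is A, C or T) is the sequence in which the m6A methyltransferase complex methylates the central A. All RRACH sites were located in the transcripts with counts, on hg38 with the Gencode v44 annotation. CDKN1A transcript ENST00000405375 (2267 nt) has exons at 36678710 to 36678939, 36684097 to 36684546 and 36685751 to 36687337 on chromosome 6. It holds 2 RRACH sites in exon 1 (5′ UTR), 11 in exon 2 (coding sequence) and 20 in exon 3 (3′ UTR). The form GGACC occurs at 5 of these sites. Exon 1 has ACAACAGGGGACCCCGGGCCG (site at 36678825 to 36678829). Exon 2 has GACCATGTGGACCTGTCACTG (36684434 to 36684438) and CCCCAGGTGGACCTGGAGACT (36684498 to 36684502). Exon 3 has TGAGCTGGGGACCTGGTACCC (36686384 to 36686388) and GAGGGCAGGGACCACACCCTG (36687239 to 36687243). CDKN2B transcript ENST00000276925 (3853 nt) has its exon 1 at 22008798 to 22009305 and its exon 2 at 22002903 to 22006247 on chromosome 9. Exon 1 holds 1 RRACH site in the 5′ UTR and 2 in the coding sequence, and exon 2 holds 4 in the coding sequence and 40 in the 3′ UTR. The other listed CDKN2B transcript, ENST00000380142 (2098 nt), ends its coding sequence in exon 1 and has exons at 22008675 to 22009272 and 22004748 to 22006247. The form AGACC occurs at 2 sites of CDKN2B, both in exon 2. AACTGCGCAGACCCTGCCACT (site at 22006175 to 22006179) is in the coding sequence of ENST00000276925 and in the 3′ UTR of ENST00000380142. AGCCCTGGAGACCCTCGCCCA (22005371 to 22005375) is in the 3′ UTR of both. The deposited counts give 1 number per transcript, so they do not say which of these sites carries m6A. ENST00000276925 had 0, 2, 1 and 1 counts, and ENST00000380142 had 2, 4, 0 and 4 counts, in the shCTL input, shCTL m6A-IP, shA5 input and shA5 m6A-IP.

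**Figure D3:**
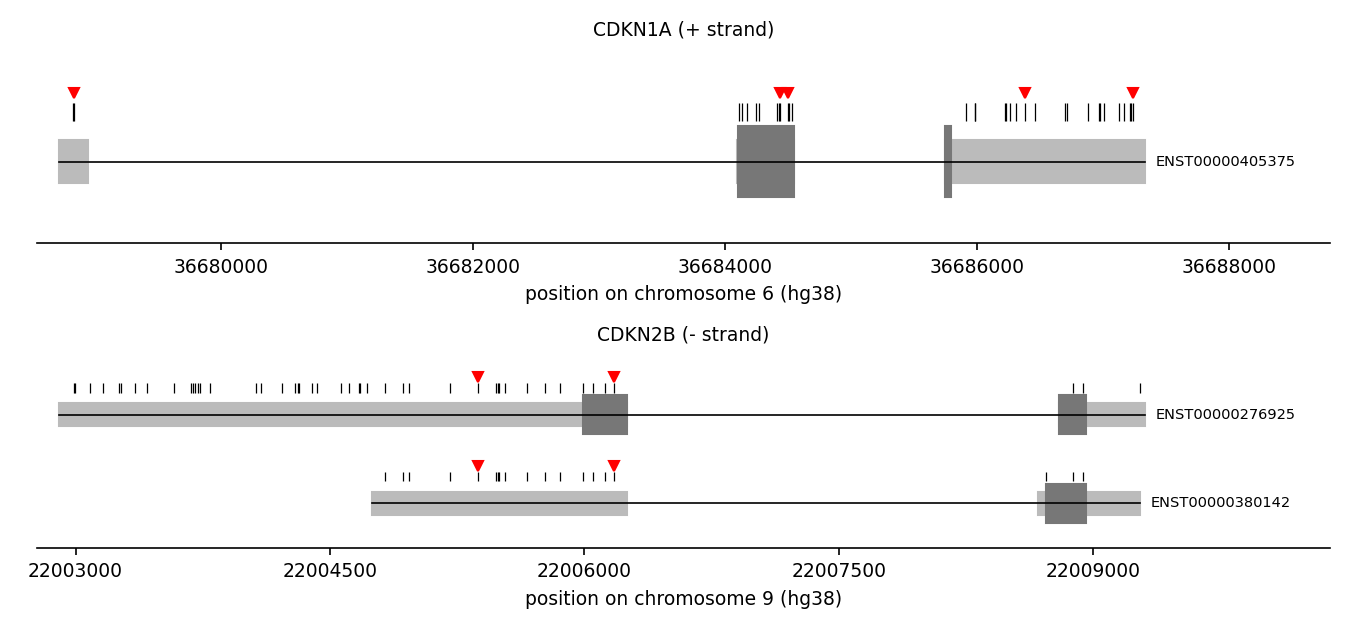
Exons of the CDKN1A (chromosome 6) and CDKN2B (chromosome 9) transcripts with counts, to scale on hg38, with coding sequence as tall dark boxes, UTRs as low light boxes and introns as lines. Black ticks are RRACH sites, and red triangles mark the 5 GGACC sites of CDKN1A and the 2 AGACC sites of each CDKN2B transcript.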

### ALKBH5 depletion increases G2-phase cell proportion and inhibits apoptosis

Having confirmed the regulation of CDKN1A and CDKN2B by ALKBH5, we next evaluated the impact of ALKBH5 on the cell cycle using flow cytometry. Cells were collected 12 h after exposure to 10 Gy X-rays. The results showed a significant induction in the proportion of G2 phase cells post X-ray exposure (Fig. 6A,B). This indicates that cells arrested in G2 phase following X-ray-induced DNA damage. ALKBH5 knockdown significantly increased the proportion of cells in the G2-phase (Fig. 6A,B), suggesting that ALKBH5 knockdown can markedly inhibit cell cycle progression, providing time for DNA repair and preventing the transmission of DNA damage. Additionally, cells apoptosis was assessed 24 h after X-ray irradiation. The results indicated that ALKBH5 knockdown significantly reduced the proportion of cell apoptosis after X-ray irradiation (Fig. 6C,D).

**Fig. 6:**
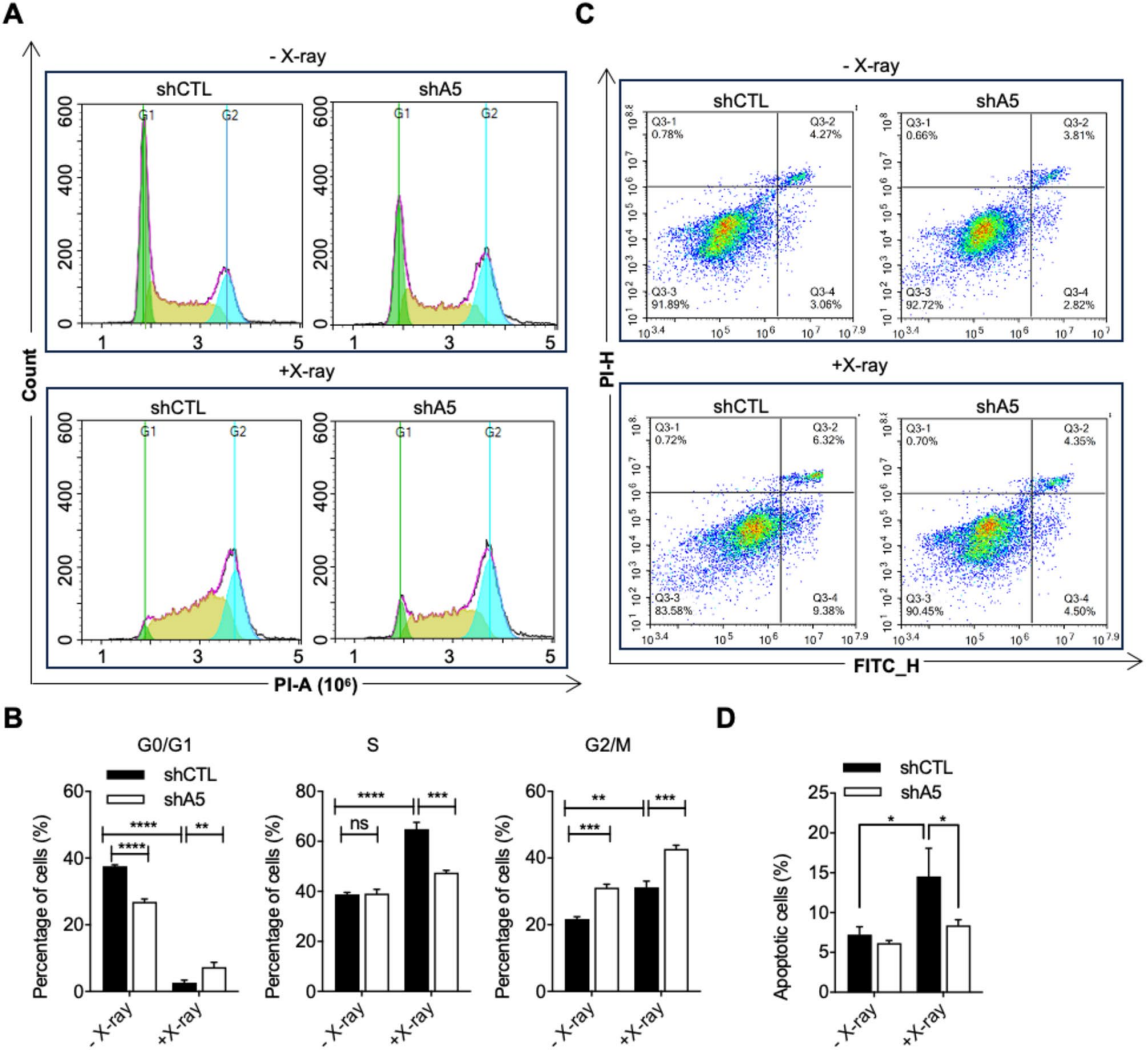
Knockdown of ALKBH5 increases the proportion of G2 phase cells and inhibits cell apoptosis. (**A**) The cell cycle of control and ALKBH5 knockdown cells before and after X-ray exposure as determined by flow cytometry. (**B**) Statistical analysis of the percentage of cells in G0/G1, S, and G2/M phases before and after X-ray exposure in the control and ALKBH5 knockdown cells. The values are indicated as Mean ± SD. Data were compared statistically using the two-tailed Student’s t-test. (ns, not significant; **, *p* < 0.01; ***, *p* < 0.001; ****, *p* < 0.0001). (**C**) Annexin-V-positive cells of control and ALKBH5 knockdown cells before and after X-ray exposure as determined by flow cytometry. (**D**) Statistical analysis of the percentage of apoptotic cells in control and ALKBH5 knockdown cells. The values are indicated as Mean ± SD. Data were compared statistically using the two-tailed Student’s t-test. (*, *p* < 0.05; **, *p* < 0.01).

We then examined the impact of ALKBH5 on the proliferation, migration, and invasion abilities of the HCT116 cells. The results showed that these abilities were enhanced in HCT116 cells upon ALKBH5 knockdown (Fig. 7A–C). However, ALKBH5 had no effect on the expression of epithelial-mesenchymal transition (EMT) markers (Fig. 7D,E). These findings suggest that ALKBH5 inhibits the malignant phenotype of HCT116 cells, potentially mediated through mechanisms independent of EMT. In conclusion, after X-ray-induced DNA damage, ALKBH5 knockdown promotes the m6A deposit on cyclin dependent kinase inhibitors, enhancing their stability and expression. This leads to cell cycle G2/M phase arrest, facilitating DNA damage repair, and reducing apoptosis.

**Fig. 7:**
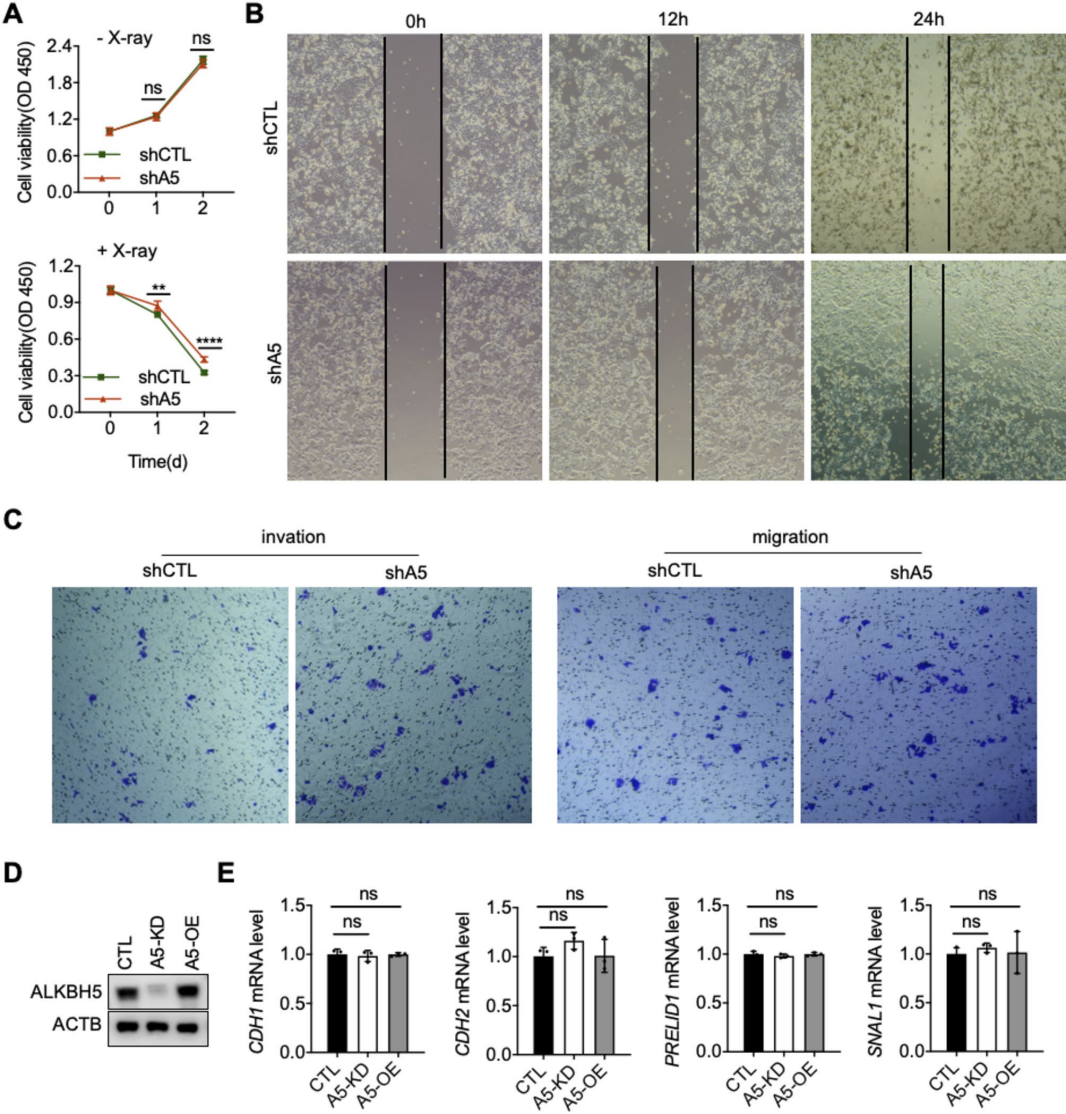
ALKBH5 promotes the malignant phenotype of HCT116 cells (10 Gy). (**A**) Cell viability of HCT116 cells with or without X-ray treatment (*n* = 5, *t*-test). (**B**) Representative image of wound healing assay of HCT116 cells. (**C**) Representative image of transwell assays of HCT116 cells. (**D**) Validation of A5 knockdown and overexpression. Original blots are presented separately. (**E**) The mRNA level of EMT markers in HCT116 cells following X-ray exposure. **P < 0.01, ***P < 0.001, ****P < 0.0001.

## Discussion

Increasing evidence highlights the function of RNA m6A machinery in DDR^28,46^. In this study, we demonstrated a crucial role of the m6A ‘eraser’ ALKBH5 in X-ray-induced DDR. Knockdown of ALKBH5 significantly reduced DNA damage after X-ray exposure and promoted the repair of DNA double-strand breaks through both HR and NHEJ pathways. Mechanistically, during the DDR triggered by X-rays, ALKBH5 knockdown enhanced the m6A modification in cyclin dependent kinase inhibitors mRNAs, improving their stability and expression. As a result, this facilitated cell cycle arrest, providing ample time for DNA repair and subsequently reducing apoptosis (Fig. 8). In conclusion, our findings suggest that ALKBH5 post-transcriptionally regulates cell cycle checkpoint in the DDR caused by X-ray irradiation.

**Fig. 8:**
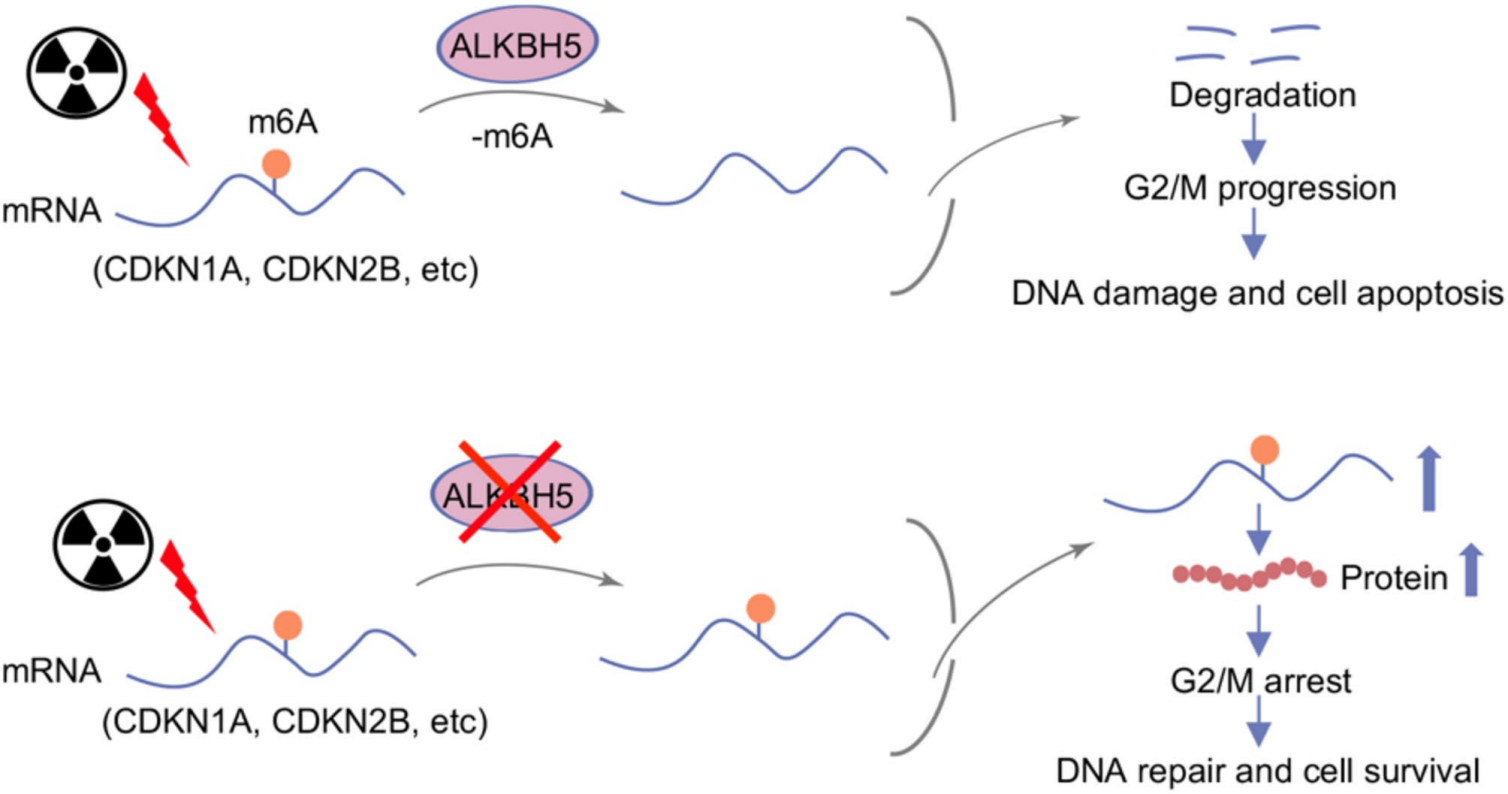
Schematic diagram illustrating the role of ALKBH5 in X-ray-induced DDR.

DDR is a signaling cascade that detects, amplifies, and transmits damage signals, involving key processes such as cell cycle regulation, DNA repair, and apoptosis^7,8,47^. The cell cycle checkpoint is a crucial mechanism for monitoring and repairing DNA damage during cell cycle^9^. When cells experience severe DNA damage, checkpoints halt cell cycle progression to allow time for DNA repair, thereby maintaining genomic stability^9,10^. Our results indicate that X-ray irradiation causes a significant accumulation of cells in the G2 phase, while knockdown of ALKBH5 significantly increases the proportion of cells in the G2 phase. These data indicate that ALKBH5 knockdown can markedly halt cell division, allowing time for DNA damage repair and preventing the transmission of DNA damage. Notably, after X-ray exposure, the proportion of apoptotic cells is significantly lower in ALKBH5 knockdown cells, which aligns with the observed reduction in DNA damage and enhanced DSB repair following ALKBH5 knockdown. Moreover, ALKBH5 knockdown upregulates key DNA repair factors, including *BRCA1*, *TP53BP1*, *PALB1* and *RAD51*, suggesting a direct link between ALKBH5 and DNA repair pathways. Collectively, during X-ray-induced DDR, ALKBH5 knockdown facilitates DNA repair, ultimately promoting the restoration of normal cell cycle progression and reducing apoptosis.

ALKBH5 is one of the RNA m6A ‘eraser’ in mammals^35^. It catalyzes the demethylation of RNAs, primarily mRNAs, thereby influencing metabolism such as nuclear export and RNA decay, and ultimately regulating gene expression^35^. Through m6A RNA sequencing, we further confirmed that knocking down ALKBH5 significantly increases the RNA m6A deposits following X-ray treatment. Interestingly, RNA sequencing revealed that after ALKBH5 knockdown, the average expression of ALKBH5 target genes, exhibiting increased m6A abundance, was higher in both the whole cell and the cytoplasm compared to non-target genes. However, there was no significant difference in the average expression within the nucleus. These results indicate a role of ALKBH5 in promoting mature mRNA decay, while the detailed mechanism warrants further investigation. Given the well-established roles of YTHDF1/2/3 in the m6A regulation, we investigated them as mediators of ALKBH5-regulated mRNA stability. YTHDF3 knockdown significantly increased the expression of CDKN1A/CDKN2B, resembling the effect of ALKBH5 knockdown. These findings indicate that YTHDF3 is essential for the regulation of mRNA stability by ALKBH5.

GO enrichment analysis of upregulated ALKBH5 target genes after X-ray treatment shows that these genes mainly regulate the cell cycle and mRNA processing. Among the enriched cell cycle pathway, the most significantly affected genes are CDKN1A and CDKN2B. These two genes belong to the cyclin-dependent kinase inhibitors, which promote cell cycle arrest. CDKN1A encodes the protein p21, which broadly inhibits cyclin/CDK activity and functions across all stages of the cell cycle^40–42^. CDKN2B encodes p15, which mainly inhibits the binding of the cyclin D-CDK4/6 complex, thereby preventing CDK4/6 activation and affecting G1 phase progression^44,45^. Consistent with increased expression of CDKN1A and CDKN2B, we observed increased G2/M phase arrest in ALKBH5 knockdown cells. In line with our data, previous studies have shown that ALKBH5-mediated m6A RNA demethylation specifically affects the expression of CDK inhibitors in several cell types such as γδT cell progenitors and tumor cells^48^. In our study, we confirmed that following X-ray exposure, ALKBH5 knockdown increases the m6A modification of CDKN1A and CDKN2B, significantly reducing their degradation rate and, consequently, increasing their mRNAs expression. Collectively, these results indicate that ALKBH5 promotes cell cycle progression under various conditions by inhibiting the expression of CDK inhibitors.

Several studies have reported that ALKBH5 knockdown tends to induce G1 arrest in various cell lines^49–52^. The discrepancy in ALKBH5’s role in cell cycle regulation can be attributed to differences in cell context, DNA damage type, functional redundancy, and experimental design. Cell lines with distinct genetic backgrounds may exhibit varied responses to ALKBH5 knockdown due to unique signaling pathways. Additionally, while X-ray exposure in our study induces G2/M arrest, other DNA damage types may lead to different outcomes. Functional redundancy with other m6A demethylases or compensatory mechanisms could also shift the arrest phase. A systematic comparison across different conditions is essential to fully elucidate ALKBH5’s role in DNA damage repair and cell cycle regulation.

ALKBH5 is an RNA demethylase that regulates gene expression by removing m6A modifications. Its expression is closely associated with tumor proliferation, invasion, and metastasis in various cancer types. In non-small cell lung cancer (NSCLC), ALKBH5 has been found to inhibit TGF-β-induced epithelial-mesenchymal transition (EMT) by regulating the TGF-β/SMAD signaling pathway, thereby suppressing tumor invasion and metastasis^53^. In pancreatic cancer (PC), ALKBH5 enhances the stability of PER1 by removing the m6A modification on PER1 mRNA, thereby activating the ATM-CHK2-P53/CDC25C signaling pathway to inhibit tumor cell growth^54^. Our data confirmed that ALKBH5 knockdown promote proliferation of HCT116 cells and induces chemoresistance, and enhances its malignant phenotype. ALKBH5 functions as a tumor suppressor, which is consistent with previously published studies^55,56^. Meanwhile, it does not significantly affect the expression of EMT markers such as E-cadherin, N-cadherin, Vimentin, and Snail. This suggests that the pro-proliferative and chemoresistance-inducing effects of ALKBH5 knockdown in HCT116 cells may be mediated through mechanisms independent of EMT. Its effects may be mediated through alternative pathways, which needs further exploration.

Overall, our study reveals a novel role of ALKBH5 in the X-ray-induced DDR. ALKBH5 depletion affects the stability and expression of genes related to DDR, enabling precise and efficient control of protein production during the stress response. This also provides new insights into the involvement of m6A modifications in the DDR, offering potential strategies for DNA damage-based cancer treatment.

## Materials and methods

### Cell culture and treatment

HEK293T cells are obtained from American Type Culture Collection (ATCC) and cultured in Dulbecco’s Modified Eagle Medium (DMEM) (Gibco) with 10% fetal bovine serum (FBS) (Gibco) and 1% penicillin-streptomycin (Sangon Biotech) at 37 °C and 5% CO2. For X-ray irradiation treatment, cells were exposed to 10 Gy X-ray and harvested after 1, 12 and 24 h, respectively.

### Cell culture and treatment

HEK293T cells are obtained from ATCC and cultured in Dulbecco’s Modified Eagle Medium (DMEM) (Gibco) with 10% fetal bovine serum (FBS) (Gibco) and 1% penicillin-streptomycin (Sangon Biotech) at 37 °C and 5% CO2. For X-ray irradiation treatment, cells were exposed to 10 Gy X-ray and harvested after 1 h, 12 h and 24 h respectively.

### Immunofluorescence

Cells were seeded at approximately 30% density in a 12-well plate containing glass coverslips. After 24 h of adhesion, the cells were fixed for 15 min using 4% polyformaldehyde solution and then permeabilized with 0.1% Triton X-100 for 15 min. After blocking with goat serum for 1 h, cells were then exposed to a γH2AX antibody (diluted at 1:100 in PBS) at room temperature for 2 h. Following the primary antibody incubation, cells were incubated with a fluorescence-labeled anti-mouse IgG (1:1000), stained with DAPI and mounted with an anti-fade mounting medium. Images were taken using the Nikon A1R Confocal Microscope.

### Immunoblotting

Cells were collected using RIPA lysis buffer (200 µL/10 cm²). Proteins were separated using sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) of appropriate concentration based on the molecular weight of the target protein, and then transferred onto a PVDF membrane. The membrane was blocked and incubated with primary antibodies, followed by secondary antibodies, and detected using a chemiluminescence detection system (Amersham Imager).

### Comet assay

Prepare a cell suspension, and mix 10 µL of the suspension with 75 µL of 0.7% low-melting-point agarose. Gently spread the mixture on a slide, flatten it with a coverslip, and place on ice until the agarose solidifies. Remove the coverslip and immerse the slide in pre-cooled lysis buffer at 4 °C for 1 h. After lysis, incubate the slide in neutral electrophoresis solution (pH 8.0) for another 30 min. Run electrophoresis at a voltage of 1 V/cm for 15 min. Neutralize the slide in Tris-HCl buffer three times, 5 min each time. Stain the slide with propidium iodide (PI) in the dark for 10 min, mount the slide. Images were taken using a fluorescence microscope. ImageJ was used to quantify the comet tail moment.

### Cell cycle analysis

Cells were collected 12 h later post X-ray exposure and washed twice with pre-chilled PBS. A volume of 1 mL of pre-chilled 70% ethanol was added to the cell pellet, and the mixture was gently mixed before fixing at 4 °C for 30 min. The cells were centrifuged at 800 rpm for 3 min, followed by two washes with pre-chilled PBS. After removing the supernatant, 0.5 mL of PI staining solution was added to each cell sample. The cell pellet was resuspended and incubated at 37 °C in the dark for 30 min. Red fluorescence was detected using a flow cytometer.

### Apoptosis assay

At 24 h post-X-ray irradiation, cells were collected into centrifuge tubes and washed twice with pre-chilled PBS. After discarding the supernatant, 100 µL of 1× Binding Buffer was added to resuspend the cells. Add 5 µL of Annexin V-FITC and 10 µL of PI, vortex the mixture gently and incubate in the dark at room temperature for 15 min. Next, add 400 µL of 1× Binding Buffer and place the samples on ice. Samples were analyzed by flow cytometry within 1 h.

### HR and NHEJ reporter assay

For the HR experiment, cells were co-transfected with the DR-GFP reporter plasmid and the I-SceI plasmid. Transient expression of I-SceI endonuclease generates DNA-DSBs at the integrated GFP gene sequences, and successful repair through HR results in GFP expression^57^. NHEJ reporter utilizes the two broken ends of a GFP gene separated by an adenovirus exon digested with HindIII^58^. The NHEJ-GFP reporter plasmid was digested with HindIII restriction enzyme for 6 h and linearized DNA was then transfected into HEK293T cells. For both experiments, mCherry was co-transfected to serve as a transfection control. After 48 h incubation, the proportion of GFP-positive cells among RFP-positive cells was assessed using flow cytometry, and the repair efficiency was calculated.

### Lentivirus generation and cell infection

For shRNA knockdown experiments, specific shRNA oligos targeting ALKBH5 were annealed and cloned to the lentiviral vector pLKO.1. To package lentivirus, HEK293T cells were co-transfected with the shRNA plasmid, along with packaging plasmids (including psPAX2 and pMD2.G) using a transfection reagent. After 48–72 h incubation, the supernatant containing the lentivirus was collected, filtered. For cell infection, HEK293T cells were seeded in a suitable density, and the lentiviral supernatant was added to the culture medium. After 24 h, fresh culture medium was replaced and puromycin was added to eliminate uninfected cells. The shRNAs used in this study are listed in Table S2.

### RNA isolation, cDNA synthesis and quantitative RT–PCR

RNA was isolated from HEK293T cells using TRIzol reagent (Invitrogen). cDNA synthesis was carried out with the Evo M-MLV Master Mix (Accurate Biology) using random primers. Perform real-time quantitative PCR using the LightCycler480 (Roche). Relative gene expression was normalized to β-ACTIN or GAPDH expression and determined using the 2^(−ΔΔCT)^ method. The RT-qPCR primers used in this study are listed in Table S2.

### RNA-seq

RNA was isolated using Trizol Reagent (Invitrogen) and mRNA was enriched using Dynabeads Oligo(dT)25 (Invitrogen). Fragmentation reagents were added to break the mRNA into fragments approximately 100–200 nucleotides. These fragments were then collected for library construction and high-throughput sequencing.

### m6A-seq

For m6A library construction, fragmented RNA was mixed with Dynabeads G coated with m6A antibody and incubated at 4 °C for 4 h. The immunoprecipitated complexes were digested with proteinase K and the RNA was precipitated with ethanol. The purified RNA was subsequently used for library construction and high-throughput sequencing.

### RNA stability assay

Cells were treated with 10 µg/mL Actinomycin D to inhibit transcription. Cell samples were collected at 0, 2, 4, 6, and 8 h post-treatment to extract RNA and perform real-time quantitative PCR. Calculate the RNA abundance of the target gene at each specified time point as a percentage of the RNA abundance at 0 h, and plot the RNA stability curve.

### Wound healing assay

Mark the bottom of a 6-well plate with three horizontal reference lines using a marker and ruler. Seed cells at a density of 5 × 10⁵ cells per well, ensuring even distribution. Once the cells reach confluence, use a 200 µL pipette tip to make two vertical scratches intersecting the reference lines, creating fixed detection points. Gently wash the cells 3 times with PBS to remove scratched cells. Take photos of the scratch at various magnifications as the 0-hour control, then incubate the cells at 37 °C with 5% CO₂. At the required time points, observe the width of the scratch and take additional photos.

### Transwell assay

Observe the cell growth, and when cells are in good condition, thaw the Matrigel on ice. Under 4 °C, dilute the Matrigel with serum-free medium or PBS at a 1:8 ratio, mix until uniform, and add 60 µL vertically to the bottom of the Transwell chamber. Incubate at 37 °C for 2 h to allow the Matrigel to polymerize. Aspirate unbound Matrigel, add 100 µL serum-free medium to each well, and incubate for 30 min to hydrate. Remove the liquid and check for any passage through the chamber. When cells reach logarithmic growth, centrifuge, discard the supernatant, wash with PBS, and prepare a suspension of 3 × 10⁵ cells/100 µL in serum-free medium. Add 500 µL medium with 20% FBS to the lower chamber, insert the Transwell into the 24-well plate, and add the cell suspension to the upper chamber. Compared to the invasion assay, the migration assay uses one less layer of Matrigel. Incubate for 48 h. After incubation, remove the insert, aspirate the medium, and gently wipe the Matrigel and cells with a PBS-wet cotton swab. Fix with 600 µL 4% paraformaldehyde for 20 min. Discard the fixative, wash with PBS, stain with crystal violet for 15 min, then wash again and take images under a microscope.

### Sequencing data analysis

Download the human reference genome file (version hg38) and the corresponding annotation files. Use FastQC to assess the quality of the raw high-throughput sequencing data and process the data with fastp. Align the sequencing reads to the reference genome (hg38) using HISAT2, then use Samtools to sort and convert the data into BAM file format. Gene quantification was performed with StringTie. The m6A-enriched regions within each m6A-immunoprecipitation sample were identified using MACS2 software. The enriched m6A motifs were analyzed using MEME. DAVID was used for GO functional enrichment analysis.

### Statistical analysis

Statistical analysis was carried out using Graphpad Prism 9. Statistical significance was assessed using the Student’s t-test and Mann-Whitney U test, depending on the data type. All data comparisons were performed with two-tailed tests, and *p* < 0.05 was considered statistically significant.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

## Data Availability

Sequencing data have been deposited into the Gene Expression Omnibus (GEO) under the accession number GEO: GSE281853 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi? acc=GSE281853). The secure token is avojwywyppmtrmx. Please contact to Jingyu Hou() if someone wants to request the data from this study.

# Supplementary material for: RNA demethylase ALKBH5 regulates cell cycle progression in DNA damage response
**Source:** Sci Rep. 2025 May 8;15:16059. doi: 10.1038/s41598-025-01207-8
**Supplement:** Supplementary file 2 — Supplementary Material 2

**RNA demethylase ALKBH5 regulates cell cycle progression in DNA damage response**

Bo Gao ^1,#^, Haitao Pan ^1,#^, Xiaoling Zhou ^2^, Lei Yu ^2^, Yunyi Gao ^2^, Tao Zhang ^1,^* and Xiangwei Gao ^2,^*, Jingyu Hou ^2,#,^*.

Original blots
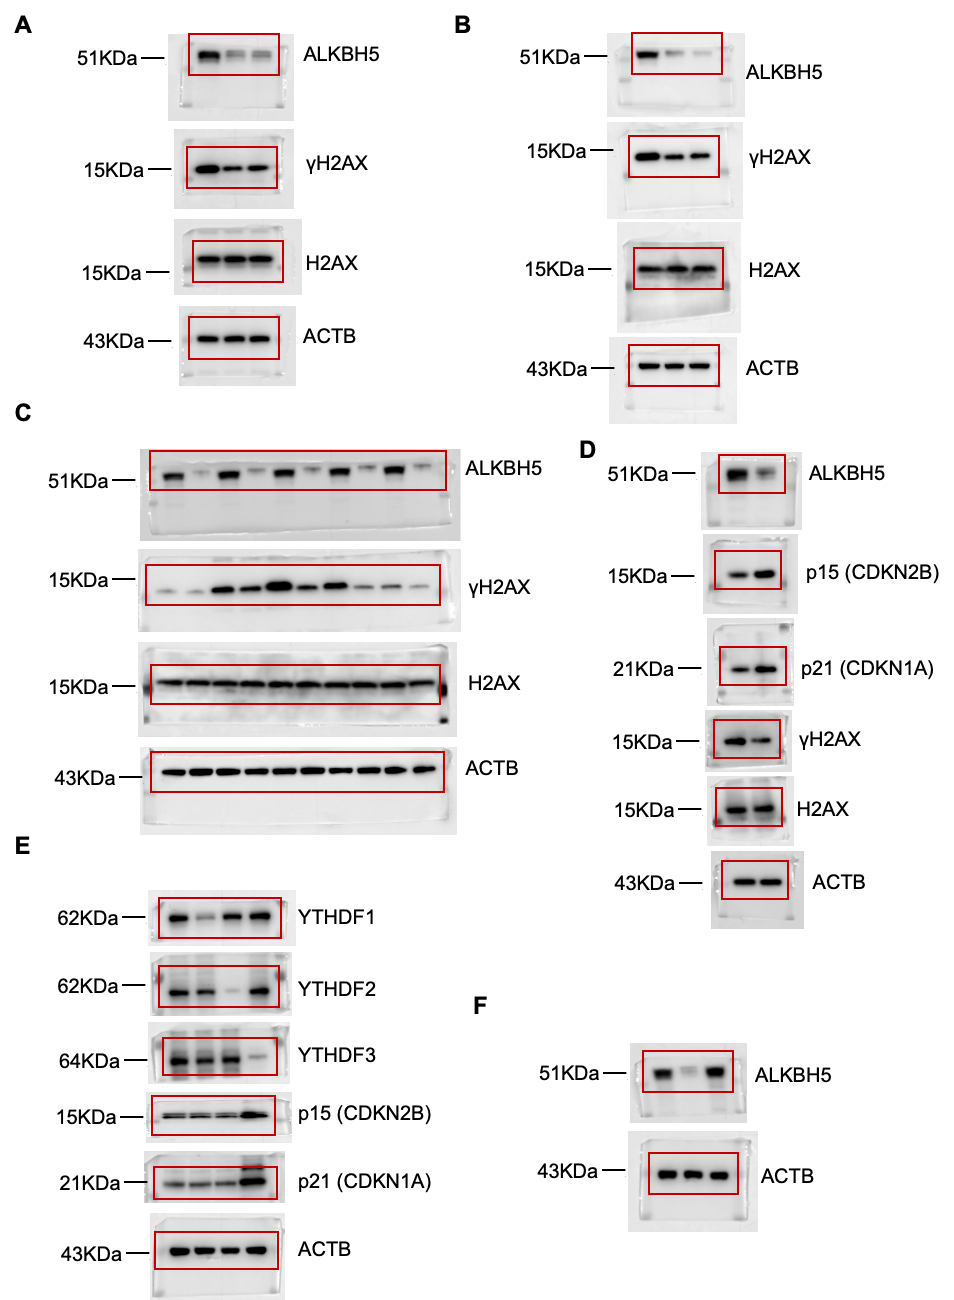

**Original blots in the main manuscript.**

(A) Original blots of Figure 1A.

(B) Original blots of Figure 1B.

(C) Original blots of Figure 1G.

(D) Original blots of Figure 5E.

(E) Original blots of Figure 5H.

(F) Original blots of Figure 7D.

How the deposited data were processed for this re-analysis (not part of the article)

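m6A-seq was analysed for HEK293T cells exposed to X-rays, as 4 libraries: the input and the m6A-IP of cells with a control shRNA (shCTL) and of cells with an shRNA against ALKBH5 (shA5). The labels give the X-ray treatment, and the dose of 10 Gy is from the paper's methods. There was 1 library per group.

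The authors deposited whole-number counts per Ensembl transcript, listed where a transcript had at least 1 count. Before that they assessed the reads with FastQC, processed them with fastp, aligned them to hg38 with HISAT2 and sorted them with Samtools, and they name StringTie for gene quantification. The program that wrote the counts, its annotation release and its treatment of reads shared between transcripts are not named in the paper's text. Of the listed transcripts, 98.1% are in Gencode v44. In the deposited tables 2 gene names had been turned into dates, and lengths had been turned into dates in 2 of the files. Those names were kept as they stand and the lengths were not used. No transcript lacked a gene name (0 blank names).

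Counts were summed per gene name (14911 genes, 28413 transcripts) and divided by the library total to give CPM. m6A enrichment was the log2 ratio of IP to input CPM with a pseudocount of 0.5 CPM. Its change was the shA5 value minus the shCTL value, and the change of input RNA was computed in the same way from the inputs. Genes with a mean of at least 50 counts over the 4 libraries were used (5320 genes). Depth differed between libraries, from 1311390 counts in the shA5 input to 3944402 in the shCTL m6A-IP, so the shA5 input limits the precision. The number of genes with a count was 13373 in the shCTL input, 13579 in the shCTL m6A-IP, 12760 in the shA5 input and 13375 in the shA5 m6A-IP. The top 10 genes took 8.60 to 9.58% of a library's counts.

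With 1 library per group no p-value was computed. No fold was computed where all counts behind it were at or under 3. Numbers of changed genes were set beside 100 simulated data sets in which both populations share each gene's rate and differ by Poisson noise. Medians of gene lists were placed among 10000 random lists of the same size, matched on mean count in 20 bins. The lists were S-phase genes, G2/M genes, p53 targets, homologous recombination, non-homologous end joining, CDK inhibitors, the m6A machinery and mitochondrially encoded mRNAs. A list of replication-dependent histone genes was added after the changes of single genes had been seen. The named genes are those the paper discusses, and the 5 with the largest increase and the 5 with the largest decrease in m6A enrichment and in input RNA among genes with a mean of at least 200 counts. Some genes that this rule selects are not reported here. The measures, the rule for named genes, the other lists and the alternatives were fixed before the data were examined, apart from a correction for GC content. Tests of single patterns were added later, and each part that reports them names those chosen after the result was seen.

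The alternatives were edgeR TMM factors or DESeq2 size factors computed within the 2 inputs and within the 2 IPs, pseudocounts of 0.1 and 2 CPM, a mean of at least 10 or 200 counts or no filter, a 2-fold threshold, other definitions of increased enrichment, input reads split at random between enrichment and RNA change, libraries thinned to the smallest total, and mitochondrial mRNAs as an unmethylated reference. A lowess trend on transcript GC content (span 0.3, 5292 genes with a GC value and 28 without) was removed in the added alternative.

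The steps were tested on simulated data. Of 100 genes with IP counts raised 2-fold in shA5, 94% passed 1.5-fold with a median log2 change of 0.99, and of 100 genes with input counts raised 2-fold, 97% passed with a median of 0.95. Of 5120 genes left unchanged, 2.13% passed by chance for an increase of enrichment and 0.742% for a rise of input. Of 1000 intervals, 95.7% held the true ratio.

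Sequences and positions are from hg38 with Gencode v44. Transcripts were searched for stretches of 25 bases shared with 10 small RNAs. Analyses used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0. Peak calls, motifs, metagene profiles, coverage tracks and the RNA-seq of whole cells, nuclei and cytoplasm were not analysed here. GO and KEGG terms were not tested, since the held part of Table S1 has 1998 of its 12202 rows.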

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

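The tests of GC content, of the IP libraries and of 7SK RNA were chosen only after the results were seen.

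PLCG2, which the paper does not discuss, had the largest rise of input RNA in shA5 among the 2491 genes with a mean of at least 200 counts. Its log2 change was 1.37 (95% counting interval 1.30 to 1.45), from 2211 counts in the shCTL input and 3358 in the shA5 input. The largest change among such genes in simulated libraries without a difference was 0.86, which argues against counting noise. After a trend on transcript GC content was removed the change was 1.33, which argues against GC content. A fault of the shA5 input library alone is also argued against, since the IP libraries rose by 0.50 with a lower limit of 0.38. What the counts measure on this gene is less clear. The gene has 27 annotated transcripts, and 1 of them, ENST00000564138, is listed. That transcript contains 107 of the 304 distinct 25-base stretches of 7SK RNA, an abundant small nuclear RNA. The next of the counted transcripts, of ZNF277, contains 15. Its log2 IP/input ratio was -1.86 in shCTL and -2.74 in shA5. The counts may therefore come from 7SK RNA rather than PLCG2 mRNA, which is a hypothesis, as reads were not analysed here. A change of PLCG2 mRNA with ALKBH5 knockdown stays open and untested, as does any other difference between these single libraries.

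RNF10, which the paper does not discuss, had the largest rise of m6A enrichment in shA5 among the same genes, a log2 change of 1.10 (95% counting interval 0.70 to 1.51). Its input RNA changed by -0.39 and its IP by 0.71, so both parts of the ratio contributed. The largest rise in the simulated libraries was 1.06, a narrow margin below the observed value. Removing the trend on GC content left 1.09. These values argue against counting noise and against GC content as the whole source. A counting effect of overlapping exons, since RNF10 overlaps the antisense gene COQ5, was not tested. Nor was noise from library preparation, for which replicates are needed. A biological rise of m6A on RNF10 after ALKBH5 knockdown remains a hypothesis.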

How the results depend on the processing

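The removal of a trend on transcript GC content was the alternative chosen only after the data had been seen. In total, 121 values were recomputed under an alternative: 88 stayed within the limits of the original value, 33 moved and 0 reversed. A reversal could be counted only where the interval of the original value excluded 0, and never for numbers of genes. Most values could therefore not be counted as reversed. Increases of enrichment outnumbered decreases in the original, but not with a mean of at least 10 counts or with thinned libraries. For numbers of genes these limits are wide. The 1197 enriched genes in shCTL became 1755 with a mean of at least 10 counts, which was counted as within them. The 286 genes with increased enrichment became 409 with thinned libraries, which was also counted as within them. The 44 values of named genes, for ALKBH5, CDKN1A, CDKN2B, BRCA1, TP53BP1 and PALB2, all stayed within their counting intervals. For genes with few counts these intervals are too wide for this to show stability. The enrichment change of CDKN1A was -2.17 with a pseudocount of 0.1 CPM and -0.85 with 2 CPM, inside -8.48 to 2.11. No paired analysis was possible because each group has 1 library, and leaving out a replicate was not possible for the same reason.

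Under edgeR TMM factors, DESeq2 size factors and both other pseudocounts all recomputed values kept within these limits. The results for PLCG2, RNF10, histone mRNAs, the gene lists and the correlation of input and IP changes were not among them. The median change of enrichment, 0.0036, became -0.0021 with TMM and -0.00011 with DESeq2 factors, inside its interval of -0.0054 to 0.014. That interval spans both signs, so the sign of this median has no meaning. Both sets of factors were computed within the inputs and within the IPs, which removes the typical change from each. The median input and IP changes became -0.0026 and -0.0045 with TMM, and 8.1e-07 and -2.4e-07 with DESeq2 factors. A small median change of enrichment was therefore built in, and its staying within the interval does not show stability. The share of rises among genes with changed input was 34.9% with library totals, 38.1% with TMM and 38.8% with DESeq2 factors. With the GC trend removed, 282 genes increased and 260 decreased in enrichment, 181 rose and 307 fell in input, and the input change of genes with increased enrichment minus that of the other genes was -0.53 (original -0.56).

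The filter on counts moved the numbers of genes because it sets how many are tested and how noisy they are. With a mean of at least 10 counts, 1755 and 1971 genes were enriched in shCTL and shA5. Under this filter 1164 genes increased and 1204 decreased in enrichment, 864 rose and 1159 fell in input. With a mean of at least 200 counts, 724 and 773 genes were enriched in shCTL and shA5, 41 increased and 27 decreased in enrichment, 27 rose and 83 fell in input. Without a filter, 3224 and 3655 genes were enriched, 3379 increased and 3193 decreased, 2276 rose and 2966 fell in input, and the median change of enrichment was 0.014. At a 2-fold threshold, which fewer genes can pass, 538 and 637 genes were enriched, 45 increased and 41 decreased, 25 rose and 61 fell. With every library thinned to the smallest total, 409 genes increased and 419 decreased, as counting noise grows with fewer counts.

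For the input change of genes with increased enrichment minus that of the other genes, the same input reads enter both quantities except where they were split, which gives a negative sign without any real difference. The value was -0.71 with a mean of at least 10 counts, -0.48 with at least 200 and -0.96 without a filter. It was -0.85 for genes with at least a 2-fold increase, -0.29 for any increase and -0.68 for genes that also reached 1.5-fold IP over input in shA5. The cause of these moves was not tested. With the input reads split at random, so that no read entered both quantities, it was -0.19.

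Relative to mitochondrially encoded mRNAs, the median change of enrichment was 0.164, since the median of their own changes, -0.16, is subtracted. The cause of their changes was not settled. Low counts limit single genes: changes of CDKN1A and CDKN2B by many-fold could not be seen. Their counts in the shCTL input, 3 and 2, are also under the 25.0 and 9.29 that the paper's RPKM would give at this depth, so depth alone does not account for them.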

Differences from the paper's values

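The simulated difference between genes with increased enrichment and the others was the test here chosen only after the result was seen. The paper's RNA values are from whole-cell RNA-seq in the held part of Table S1, and those here are from the m6A-seq inputs, on the same log2 scale.

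For ALKBH5 the log2 change from shCTL to shA5 was -0.97 here, and the paper's value is -1.39. The alternatives set before the data were examined gave -0.95 with TMM factors, -0.95 with DESeq2 size factors, -0.97 with a pseudocount of 0.1 CPM and -0.96 with 2 CPM. None of them closed the gap.

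For CDKN2B the paper's value is 0.71. Its inputs here had 2 counts in shCTL and 1 in shA5, both at or under the floor of 3 counts, so no fold change was computed and the values were not compared.

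The paper shows a higher m6A abundance in ALKBH5 knockdown cells, measured over called peaks (Fig. 3C). Per gene, the median change here was 0.0036 with an interval that includes 0. This median is over all 5320 genes, of which 1197 reached 1.5-fold IP over input in shCTL. A rise limited to peaks or to such genes could leave it unchanged, so it does not test the paper's result. Taking mitochondrial mRNAs as the reference gave a rise, of 0.164, which mainly reflects the median change of those 7 mRNAs themselves, -0.16. The number of genes with at least 1.5-fold IP over input was higher in shA5 by 96. The number at or under the reciprocal of 1.5-fold was also higher, by 75, so the 96 do not show a net gain.

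The paper finds whole-cell expression of ALKBH5 targets raised relative to non-targets (Fig. 3E). In the inputs, genes with increased enrichment had a lower RNA change than the other genes, by a log2 difference of -0.56, or -0.19 when the input reads were split. Simulated libraries without any difference gave a mean of -0.50 (-0.58 to -0.43) for the first value, because the input enters both quantities, so its sign carries no information on expression. With split reads, simulated libraries gave -0.088 to 0.069. Noise from library preparation, which splitting does not remove, was not tested.

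The paper finds more m6A on CDKN1A after knockdown (Fig. 5A). The enrichment change here was -2.26 from the counts, with an interval from -8.48 to 2.11, and -1.57 with the pseudocount. It rests on 1 to 4 counts per library and an interval that includes 0, so it gives no direction. Table S1 lists ALKBH5 itself among the targets, and its enrichment change here was 0.017 (-0.29 to 0.33).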

Other observations

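The tests chosen only after the result was seen were the simulated difference between genes with increased enrichment and the others, the corrections of that difference for GC content with and without split reads, the simulated correlation of input and IP changes, the relation of counts to the number of transcripts, the histone list with its tests against random lists, short transcripts, GC content and S-phase genes, the correlation with Table S1, and the searches for small RNAs and for motifs on each strand.

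Histone mRNAs rose in the shA5 libraries, which the paper does not report. Among input changes at a mean of at least 200 counts, PLCG2 was followed by WDR74 (1.24), ZRANB1 (1.06), P2RY11 (0.97) and H1-2 (0.94). Exons of ZRANB1 overlap the antisense gene CTBP2, and those of P2RY11 overlap PPAN on the same strand. The counted WDR74 transcript contains 167 of the 217 distinct 25-base stretches of U2 small nuclear RNA, and the next of the counted transcripts contains 9. 7SK, U2 and replication-dependent histone transcripts have no poly(A) tail, so a hypothesis is that the shA5 RNA kept more RNA without a poly(A) tail. Under it the histone mRNAs as a set had to rise. Their median input change was 0.68 over 18 tested genes, 17 of them above 0. The median exceeded all 10000 matched random lists (percentile 100; central range -0.24 to 0.18), and without H1-2 it was 0.66. In the IP libraries the median change was 0.49, and the median change of enrichment was -0.17 (percentile 5.3). Short transcripts in general did not rise: 80 other genes with transcripts under 700 bases had a median of -0.091. After correction for GC content the histone median was 0.68, so GC content is argued against. A larger share of cells in S phase also stays open, because histone mRNAs peak there. By flow cytometry the paper reports a larger G2 share in irradiated knockdown cells. Its text states no change of the S-phase share, and the harvest time of the libraries used here is not named. Other S-phase genes had a median change of 0.070, at percentile 86.9 of random lists, which cannot be told apart from no change with 22 genes and does not exclude a small shift. An effect of ALKBH5 on these RNAs stays open and untested.

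Input RNA changed by at least 1.5-fold in more genes than counting noise gives: 183 rose and 342 fell, against means of 45.2 (32 to 66) and 60.8 (42 to 87) in simulated libraries. The largest falls were in SPEG (-1.25), COL27A1 (-1.13), COL6A2 (-1.08), TMEM74B (-1.08) and FBXL19 (-1.04). Exons of TMEM74B overlap the antisense gene PSMF1, those of FBXL19 overlap FBXL19-AS1, and those of SPEG overlap an unnamed coding gene. Across the 5320 genes, which are not independent replicates, the input change and the IP change had a Pearson correlation of 0.448 (Spearman 0.452), although they come from separate libraries. Simulated libraries gave 0.037 at most, and with the GC trend removed the correlation was 0.443, which argues against counting noise and against GC content. Effects of RNA quality, fragmentation, transcript length or library preparation shared by the input and IP of a pair were not tested and stay open, as do knockdown of ALKBH5 and other differences between the 2 cell populations.

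Genes with at least 1.5-fold higher enrichment in shA5 had a median input change of -0.56, against -0.00092 in the other 5034 genes, a difference of -0.56. The input change was negative in 270 of the 286 genes, and their median lay under all 10000 matched random lists, of which the lowest was -0.15. The input enters both quantities, and simulated libraries without any difference gave a mean of -0.50 (-0.58 to -0.43). Counting noise in the shared input reads may therefore account for most of the difference. The difference was -0.53 after correction for GC content, which leaves GC content open for the whole difference, as noise in the shared reads alone gives such a value. With input reads split at random the difference was -0.19 (-0.26 to -0.15 over 20 splits), under the lowest simulated value with split reads, -0.088 (simulations -0.088 to 0.069), so counting noise is argued against for this remainder. With the GC trend removed from the split reads it was -0.18 (-0.24 to -0.12), which argues against GC content as the whole source of the remainder. Noise that arose before sequencing is shared by both parts of a split input and was not tested. A biological link of m6A gain with lower RNA stays a hypothesis. The paper compares targets in separate RNA-seq libraries, which do not share the input and were not analysed here.

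More genes reached 1.5-fold IP over input in shA5, by 96. Depth is argued against: with all libraries thinned to the smallest total the difference was 92 (68 to 125 over thinned draws; simulated at equal depth -47 to 41). Depleted genes also grew in number, by 75, beyond the -62 to 46 of simulated libraries. This is consistent with a wider scale of enrichment in the shA5 pair as a whole, as a more selective pull-down could give. Whether the pull-downs differed in this way was not measured.

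Mitochondrially encoded mRNAs lost IP over input in shA5. The median change was -0.16 over the 7 tested of 13 genes, 1 of them above 0, at percentile 1.86 of random lists, and their median enrichment was -0.71 in shCTL and -0.98 in shA5. The lowest median in simulated libraries was -0.063, so counting noise is argued against. The lower enrichment goes with a rise of the input, by a median of 0.16 (6 of 7 genes above 0, percentile 96.5), while the IP changed by 0.036 (5 of 7 above 0, percentile 63.8). No other explanation, technical or biological, was tested.

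Many abundant genes have few deposited counts. Over the 778 genes of the held part of Table S1 with the paper's whole-cell RPKM above 10, the shCTL input count per unit of RPKM fell with the number of annotated coding transcripts (Spearman -0.433, across genes). The median log2 count per RPKM was 3.70 for genes with 1 coding transcript and -0.24 for genes with 8 or more, although their median RPKM was 20.8 and 26.3. For BRCA1, with 26 coding transcripts, the RPKM and depth predict 231 counts and 11 are listed. For ALKBH5, with 2, they predict 350 and 486 are listed. A candidate explanation is that reads shared between transcripts of a gene were left out of the counts, which would make them depend on which transcript is expressed. The count per RPKM was not corrected for transcript length, which also sets the count expected at a given RPKM. An effect of length on this trend and annotation differences were not tested.

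The input change had a Spearman correlation of 0.198 with the paper's whole-cell change in Table S1 over 714 genes of its held part, and the IP change one of 0.231. Whether the inputs and the whole-cell RNA-seq come from the same RNA is not known.

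DNA repair genes the paper names from its RNA-seq had few counts here. BRCA1 had an input change of 0.12 (95% counting interval -1.49 to 1.62) and an enrichment change of -0.79 (-2.89 to 1.32). TP53BP1, which overlaps the antisense gene TUBGCP4, had an input change of 0.61 (-0.21 to 1.43) and an enrichment change of -1.72 (-2.87 to -0.59). The primers listed for PALB1 in Table S2 match PALB2 alone, whose input change was 0.63 (-0.76 to 2.01) and enrichment change 0.66 (-1.55 to 3.02). Changes of input RNA were not detectable for these genes with these counts.

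For the gene lists, the median input change (with its percentile among matched random lists) was -0.06 (27.2) for 22 tested G2/M genes, 0.05 (76.4) for 12 p53 targets, -0.01 (53.6) for 11 genes of homologous recombination, -0.17 (21.0) for 5 genes of non-homologous end joining and 0.06 (81.5) for 13 genes of the m6A machinery. The median enrichment change was -0.07 (17.0) for S-phase genes, -0.07 (14.3) for G2/M genes, 0.04 (59.0) for p53 targets, 0.07 (69.9) for homologous recombination, -0.42 (0.93) for non-homologous end joining and -0.04 (25.5) for the m6A machinery. Of the 7 CDK inhibitors 1 was tested, so that list has no median. The low percentile of non-homologous end joining rests on 5 genes and is the lowest of the lists in this measure, ahead of mitochondrial mRNAs.

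The motif AGACC that Fig. 5B marks on CDKN2B was searched on both strands. Exon 1 of both listed transcripts has 0 AGACC on the strand of the RNA and 2 on the opposite strand, the first at 22009065 to 22009069. The AGACC sites of the RNA are in exon 2. Read by eye, the rectangle in Fig. 5B stands at the exon on the right of the gene, which is exon 1 on this minus-strand gene. The position was read from the picture alone, and the m6A peak under it was not analysed here.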
